# Antagonistic paralogs control a switch between growth and pathogen resistance in *C*. *elegans*

**DOI:** 10.1371/journal.ppat.1007528

**Published:** 2019-01-14

**Authors:** Kirthi C. Reddy, Tal Dror, Ryan S. Underwood, Guled A. Osman, Corrina R. Elder, Christopher A. Desjardins, Christina A. Cuomo, Michalis Barkoulas, Emily R. Troemel

## Abstract

Immune genes are under intense, pathogen-induced pressure, which causes these genes to diversify over evolutionary time and become species-specific. Through a forward genetic screen we recently described a *C*. *elegans*-specific gene called *pals-22* to be a repressor of “Intracellular Pathogen Response” or IPR genes. Here we describe *pals-25*, which, like *pals-22*, is a species-specific gene of unknown biochemical function. We identified *pals-25* in a screen for suppression of *pals-22* mutant phenotypes and found that mutations in *pals-25* suppress all known phenotypes caused by mutations in *pals-22*. These phenotypes include increased IPR gene expression, thermotolerance, and immunity against natural pathogens, including *Nematocida parisii* microsporidia and the Orsay virus. Mutations in *pals-25* also reverse the reduced lifespan and slowed growth of *pals-22* mutants. Transcriptome analysis indicates that *pals-22* and *pals-25* control expression of genes induced not only by natural pathogens of the intestine, but also by natural pathogens of the epidermis. Indeed, in an independent forward genetic screen we identified *pals-22* as a repressor and *pals-25* as an activator of epidermal defense gene expression. In summary, the species-specific *pals-22* and *pals-25* genes act as a switch to regulate a program of gene expression, growth, and defense against diverse natural pathogens in *C*. *elegans*.

## Author summary

Infection by microbial pathogens imposes selective pressure on animal and plant hosts. For this reason, host immune genes tend to vary in DNA sequence over evolutionary time and become ‘species-specific’. In this work we describe a pair of species-specific genes called *pals-22/pals-25* that promote resistance against natural pathogens of the small roundworm *Caenorhabditis elegans*. This gene pair acts as an on/off switch for genes that are activated after infection and rewires the physiology of worms to either be in an immune state or a growth state. In particular, the *pals-22* gene promotes development and increases lifespan, while the *pals-25* gene promotes resistance against heat shock and natural pathogens including virus and fungal-related microbes. While the DNA sequence of *pals-22* and *pals-25* appears specific to worms, the way that these two genes affect physiology may provide insight into how organisms balance growth and immunity.

## Introduction

Evolutionarily ancient genes control core processes in diverse organisms. For example, the >500 million-year-old Hox gene cluster is required for establishing body plan polarity in animals as diverse as worms, flies and humans [1]. However, evolutionarily young genes can also play key roles in development. For example, the *Drosophila* Umbrea gene only evolved within the *Drosophila* lineage in the last 15 million years but is essential for chromosome segregation in *Drosophila melanogaster* [2]. In general, the functions of evolutionarily young genes are less well understood than the functions of evolutionarily ancient genes.

New genes can arise through gene duplication and diversification [3]. Extensive gene duplication can lead to large, expanded gene families, which appear 'species-specific' if there is significant diversification away from the ancestral gene. The function of species-specific genes can provide insight into the pressures imposed upon organisms in their recent evolutionary past. Pathogen infection imposes some of the strongest selective pressure on organisms, and accordingly, many species-specific, expanded gene families are involved in immunity. One example is the family of mouse Naip genes, which encode sensor proteins in the inflammasome that detect bacteria to trigger cytokine release and cell death [4]. Another example is the plant R genes, which detect virulence factors from co-evolved pathogens to activate effector-triggered immunity [5]. Interestingly, a growing theme in plant R genes is that they can function as opposing gene pairs, with one R gene promoting host defense and the other R gene inhibiting host defense. Of note, both the Naip and R genes were identified through unbiased forward genetic screens for immune genes.

Recently, we described a forward genetic screen in *C*. *elegans* for genes that regulate the transcriptional response to natural intracellular pathogens [6]. From this screen we identified a *C*. *elegans*-specific gene called *pals-22* that regulates expression of Intracellular Pathogen Response or IPR genes. Interestingly, we found that *pals-22* also regulates proteostasis, potentially through ubiquitin ligase activity (see below). The ‘*pals’* signature stands for protein containing ALS2CR12 signature, which is found in the single *pals* gene in humans called ALS2CR12. A genome-wide association study implicated ALS2CR12 in amyotrophic lateral sclerosis (ALS) [7], although this gene has no known role in ALS, and its biological function is unknown. The *pals* gene family has only a single member each in the mouse and human genomes but is substantially expanded in *Caenorhabditis* genomes: *C*. *elegans* has 39 *pals* genes; *C*. *remanei* has 18 *pals* genes; *C*. *brenneri* has 8 *pals* genes; and *C*. *briggsae* has 8 *pals* genes [8].

*pals-22* mutants have several striking phenotypes in *C*. *elegans*. First, *pals-22* mutants have upregulated expression of several IPR genes including the cullin gene *cul-6*, which is predicted to encode a component of a Cullin-Ring Ligase complex. Second, *pals-22* mutants have increased tolerance of proteotoxic stressors, and this increased tolerance requires the wild-type function of *cul-6*. Third, *pals-22* mutants have less robust health in the absence of stressors. In particular, they have slowed development and shorter lifespans compared to wild-type animals. Fourth, as shown by another group who identified *pals-22* in an independent forward genetic screen, *pals-22* mutants have increased transgene silencing and increased RNA interference (RNAi) against exogenous RNA [8]. Thus, loss-of-function mutations in *pals-22* appear to broadly reprogram the physiology of *C*. *elegans*.

Here we describe a forward genetic screen for suppressors of *pals-22* and identify another *pals* gene called *pals-25*. Interestingly, although it appears that *pals-25* and *pals-22* are in an operon together, these two genes function antagonistically and direct opposing phenotypes. We show that mutations in *pals-25* strongly suppress all the physiological phenotypes seen in *pals-22* mutants, including IPR gene expression, stress resistance, lifespan, development and transgene silencing. Furthermore, we find that *pals-22* mutants have increased resistance against natural intracellular pathogens, like the microsporidian species *Nematocida parisii* and the Orsay virus. This increased resistance is suppressed by mutations in *pals-25*. Also, we use RNA-seq analysis to show that the *pals-22/pals-25* gene pair (hereafter referred to as *pals-22/25*) regulate expression of a majority of the genes induced by natural pathogens of the intestine and find that most of these genes are also induced by blockade of the proteasome. Interestingly, we observe that *pals-22* and *pals-25* also regulate expression of genes induced by natural eukaryotic pathogens infecting through the epidermis. Indeed, in an independent forward genetic screen to find regulators of epidermal defense gene expression we identified additional mutant alleles of *pals-22* and *pals-25*. In summary, the species-specific *pals-22/25* gene pair control an entire physiological program that balances growth with increased proteostasis capacity and resistance against diverse natural pathogens.

## Results

### *pals-25* is required for increased IPR gene expression in *pals-22* mutants

Previously we found that wild-type *pals-22* represses expression of IPR genes: *pals-22* mutants have constitutive expression of several IPR genes including *pals-5* [6]. A transcriptional reporter consisting of the 1273 bp upstream region of *pals-5* fused to GFP, *pals-5p*::*GFP*, is a reliable marker of IPR gene expression [9] and exhibits strong GFP expression in a *pals-22* mutant background [6] (Fig 1A–1C). To find positive regulators of IPR gene expression, we mutagenized *pals-22; pals-5p*::*GFP* strains and screened for loss of GFP expression in F2 animals. From one screen in the *pals-22(jy1)* mutant background and one screen in the *pals-22(jy3)* mutant background, we screened a total of ~23,000 haploid genomes and found eight independent mutant alleles that almost entirely reverse the increased *pals-5p*::*GFP* expression back to near wild-type levels in *pals-22* mutants (Fig 1A–1F). All of these alleles are recessive, segregate in Mendelian ratios, and fail to complement each other, suggesting they are likely to represent loss-of-function mutations in the same gene.

**Fig 1:**
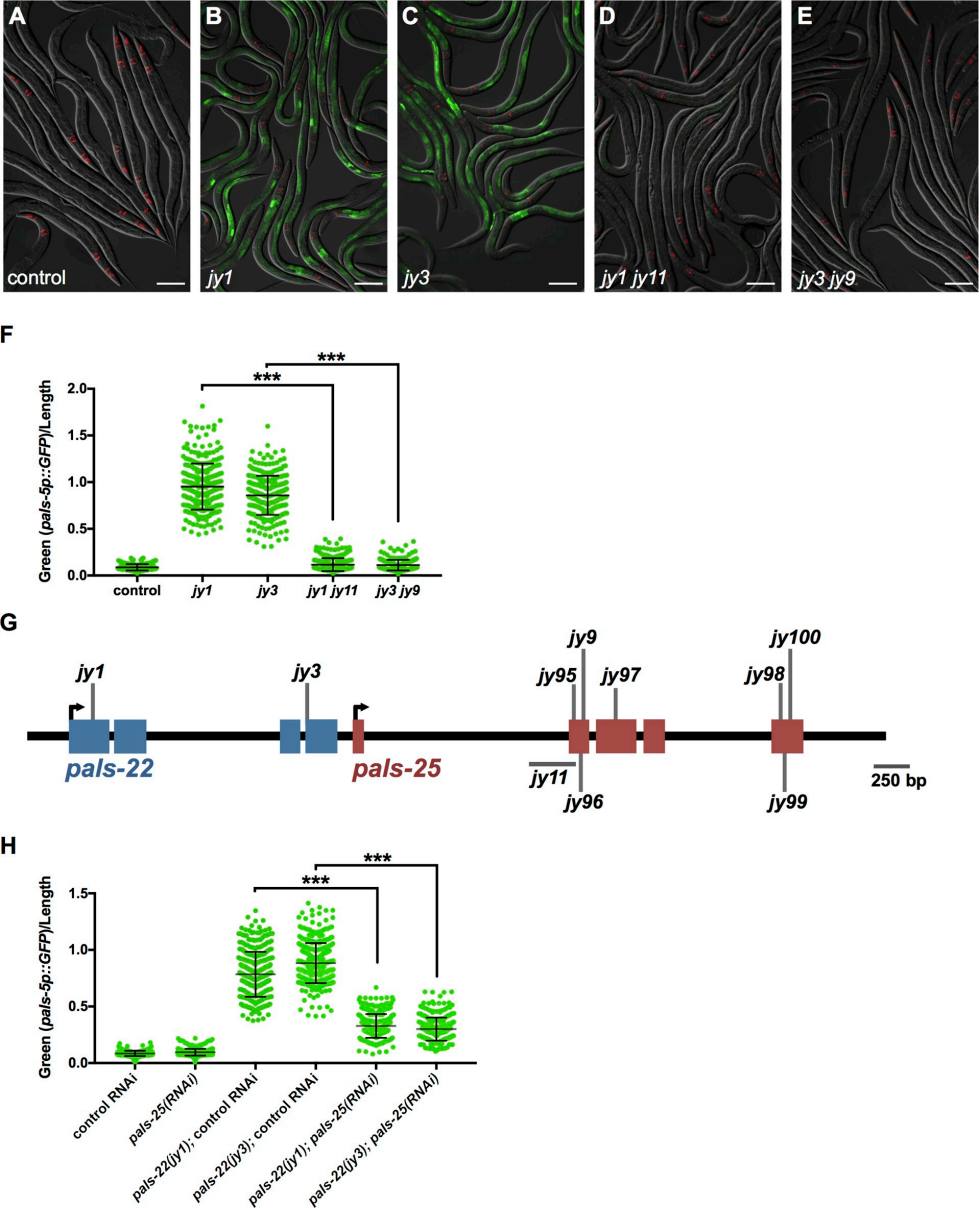
*pals-25* is required for increased *pals-5p*::*GFP* expression in *pals-22* mutants. (A-E) Mutants isolated from *pals-22* suppressor screens show decreased expression of the *pals-5p*::*GFP* reporter. Shown are (A) wild-type, (B) *pals-22(jy1)*, (C) *pals-22(jy3)*, (D) *pals-22(jy1) pals-25(jy11)*, and (E) *pals-22(jy3) pals-25(jy9)* animals. Green is *pals-5p*::*GFP*, red is *myo-2p*::*mCherry* expression in the pharynx as a marker for presence of the transgene. Images are overlays of green, red and Nomarski channels and were taken with the same camera exposure for all. Scale bar, 100 μm. (F) *pals-5p*::*GFP* expression quantified in *pals-22* suppressor mutants using a COPAS Biosort machine to measure the mean GFP signal normalized by length of individual animals, indicated by green dots. Mean signal of the population is indicated by black bars, with error bars as SD. Graph is a compilation of three independent replicates, with at least 100 animals analyzed in each replicate. *** p < 0.001 with Student’s t-test. (G) *pals-22* and *pals-25* gene coding structure (UTRs not shown), with blue exons for *pals-22* and red exons for *pals-25*. See S1 Table “Mutations” sheet for residues altered in the mutated proteins. (H) *pals-5p*::*GFP* expression in animals treated with either L4440 RNAi control or *pals-25* RNAi, quantified using a COPAS Biosort machine to measure the mean GFP signal normalized by length of animals. Parameters the same as in (F).

We used whole-genome sequencing of two mutant strains (*jy9* and *jy100*) to identify the causative alleles [10] and found predicted loss-of-function mutations in *pals-25* in both strains. Further sequencing identified *pals-25* mutations in the remaining six mutant strains (Fig 1G, S1 Table). *pals-25* appears to be in an operon just downstream of *pals-22* (CEOP3012, https://www.wormbase.org), and while these two genes are paralogs, they share limited sequence similarity, with no significant similarity on the DNA level and only 19.4% identity on the amino acid level. Of note, neither *pals-22* nor *pals-25* have obvious orthologs in other *Caenorhabditis* species like *Caenorhabditis briggsae* and *Caenorhabditis brenneri*, and thus appear to be specific to *C*. *elegans* [8]. We used reciprocal BLAST analysis to search for orthologs in the genome of the newly described *C*. *elegans* sister species *Caenorhabditis inopinata* and were unsuccessful (see Materials and Methods). Interestingly, previous analysis of the *pals* gene family indicated that there was no conservation of the *pals-22/25* region with 26 other nematode genomes, with perhaps very weak conservation to the right of *pals-25* [8].

To further confirm that *pals-25* regulates *pals-5p*::*GFP* gene expression in *pals-22* mutants, we performed RNAi against *pals-25* in a *pals-22*; *pals-5p*::*GFP* strain. As expected, we found lowered expression of *pals-5p*::*GFP* (Fig 1H, S1A Fig), indicating that wild-type *pals-25* is required for the increased expression of *pals-5p*::*GFP* seen in a *pals-22* mutant background.

These observations suggest that *pals-25* acts downstream of or in parallel to *pals-22* to activate mRNA expression of IPR genes. We chose two *pals-25* alleles to test this hypothesis in greater detail. Specifically, we used qRT-PCR to measure levels of endogenous mRNA in two different *pals-22 pals-25* mutants compared to two different *pals-22* mutants and wild-type animals (Fig 2A). We analyzed mRNA levels of *pals-5*, as well as seven other IPR genes including nematode-specific genes of unknown function (F26F2.1, F26F2.3, and F26F2.4) and predicted ubiquitin ligase components *skr-3*, *skr-4*, *skr-5* and *cul-6*. Here we found that mutations in *pals-25* reverse the elevated mRNA levels of all eight of these IPR genes in a *pals-22* mutant background back to near wild-type levels. Importantly, a non-IPR gene, *skr-1*, is not affected by mutations in *pals-22* or *pals-25*. These results indicate that in a *pals-22* mutant background, wild-type *pals-25* is required to activate IPR gene expression.

**Fig 2:**
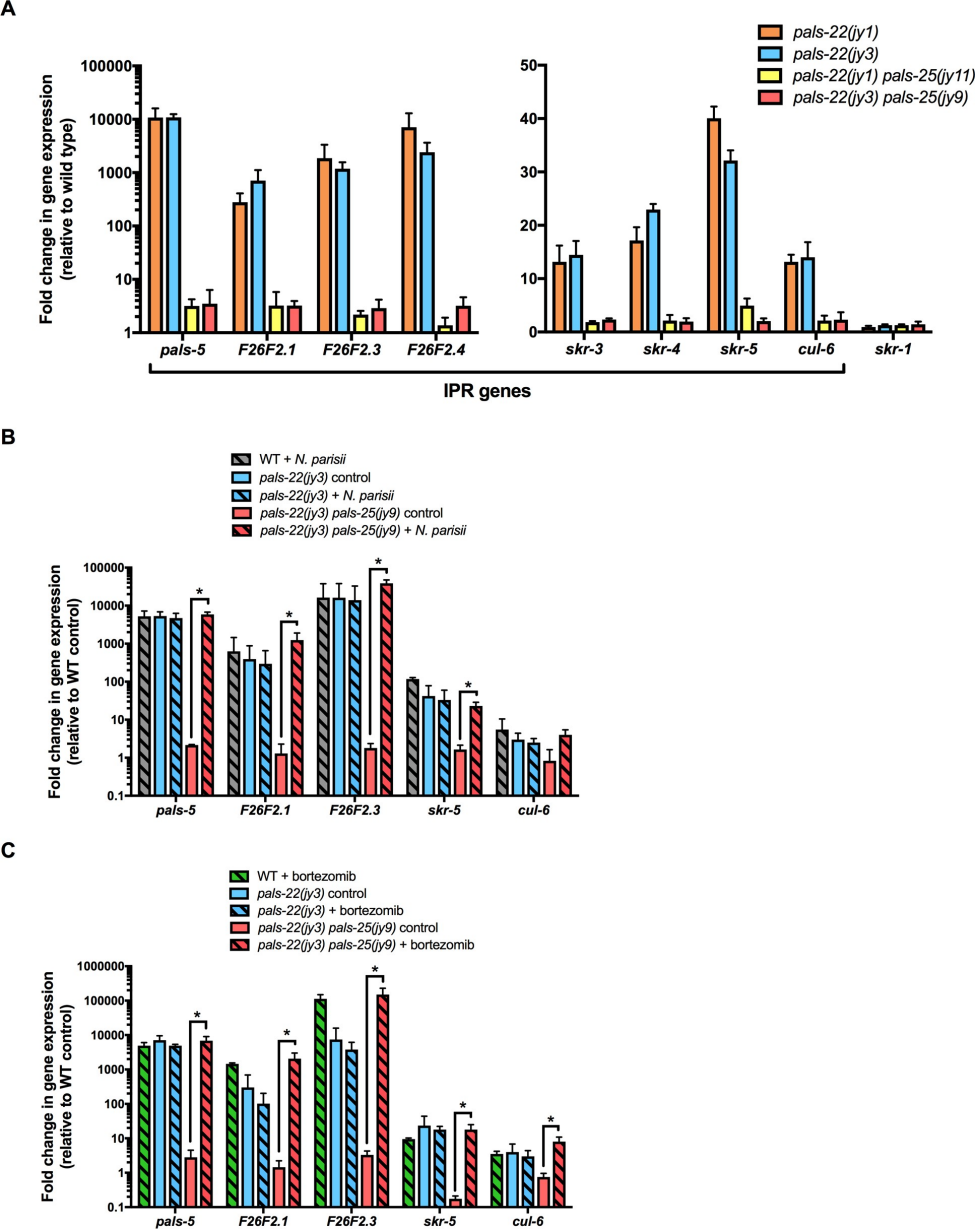
*pals-25* is required for increased IPR gene expression in *pals-22* mutants, but not for IPR induction in response to infection or proteasome inhibition. (A) qRT-PCR measurement of gene expression in *pals-22* and *pals-22 pals-25* animals, shown as the fold change relative to wild-type control. (B-C) qRT-PCR measurement of IPR gene expression in *pals-22(jy3)* and *pals-22(jy3) pals-25(jy9)* animals following 4 hours of infection with *N*. *parisii* (B) or treatment with the proteasome inhibitor bortezomib (C). For (A-C), results shown are the average of two independent biological replicates and error bars are SD. * p < 0.05 with Student’s t-test.

Previous analysis indicated that *pals-22* is broadly expressed in several tissues in the animal, including the intestine and the epidermis [6, 8]. Similarly, we found that *pals-25* is broadly expressed. Using a transgenic strain with a fosmid containing *pals-25* with endogenous *cis* regulatory control and tagged at the C terminus with GFP and 3xFLAG [11], we observed PALS-25::GFP expression throughout the animal, including expression in the neurons, epidermis, and intestine (S1B Fig). We did not see any change in PALS-25::GFP expression after *pals-22* RNAi treatment (S1C Fig), suggesting that PALS-22 is unlikely to regulate mRNA or protein levels of PALS-25.

### IPR genes are induced by infection and by proteasome blockade in *pals-22 pals-25* mutants

As *pals-25* is required to activate IPR gene expression in a *pals-22* mutant background, we wondered whether *pals-25* was also required for inducing IPR gene expression in response to external triggers. We originally identified IPR genes because of their induction by *N*. *parisii* infection [6, 9], which is an intracellular pathogen in the Microsporidia phylum that invades and undergoes its entire replicative life cycle inside *C*. *elegans* intestinal cells [12]. We therefore infected animals with *N*. *parisii* and compared induction of IPR genes in *pals-22 pals-25* mutants and wild-type animals at 4 hours (Fig 2B). Here we found similar levels of IPR gene induction in *pals-22 pals-25* and wild-type animals, suggesting that *pals-22*/*25* regulate expression of IPR genes independently of infection. Next, we examined the role of *pals-22*/*25* in the transcriptional response to proteasome blockade, which is another trigger of IPR gene expression [9] (Fig 2C). We used bortezomib, which is a small molecule inhibitor of the 26S proteasome. Here again, we found that bortezomib treatment induced IPR gene expression in *pals-22 pals-25* mutants at levels similar to wild-type animals. Therefore, *pals-22/25* appear to regulate IPR gene expression independently of infection and proteasomal stress.

### *pals-25* mutations reverse multiple physiological phenotypes caused by *pals-22* mutations

*pals-22* mutants have several striking physiological phenotypes, including slowed growth and shorter lifespans, as well as increased resistance to proteotoxic stress like heat shock [6]. Therefore, we investigated whether mutations in *pals-25* suppress these phenotypes of *pals-22* mutants. First, we investigated developmental rate by measuring the fraction of animals that reach the fourth larval (L4) stage by 48 hours after embryogenesis. Nearly all wild-type animals are L4 at this timepoint, whereas less than 20% of *pals-22* mutants are L4 (Fig 3A). We found that mutations in *pals-25* completely reverse this delayed development of *pals-22* mutants, with nearly all *pals-22 pals-25* mutants reaching the L4 stage by 48 hours (Fig 3A). Next, we analyzed lifespan, as previous work showed that *pals-22* mutants have a significantly shortened lifespan compared to wild-type animals [6, 8]. Here again we found that *pals-25* mutations reversed this effect, with *pals-22 pals-25* mutants having lifespans comparable to wild-type animals (Fig 3B, S2A and S2B Fig). Next, we investigated the effect of *pals-25* mutations on the thermotolerance capacity of *pals-22* mutants, which is greatly enhanced compared to wild-type animals. We found that *pals-22 pals-25* double mutants have survival after heat shock at levels similar to wild-type animals (Fig 3C, S2C and S2D Fig), indicating that *pals-25* is required for the enhanced thermotolerance of *pals-22* mutants. Thus, these results show that in a *pals-22* mutant background, wild-type *pals-25* is required to delay development, shorten lifespan and enhance thermotolerance.

**Fig 3:**
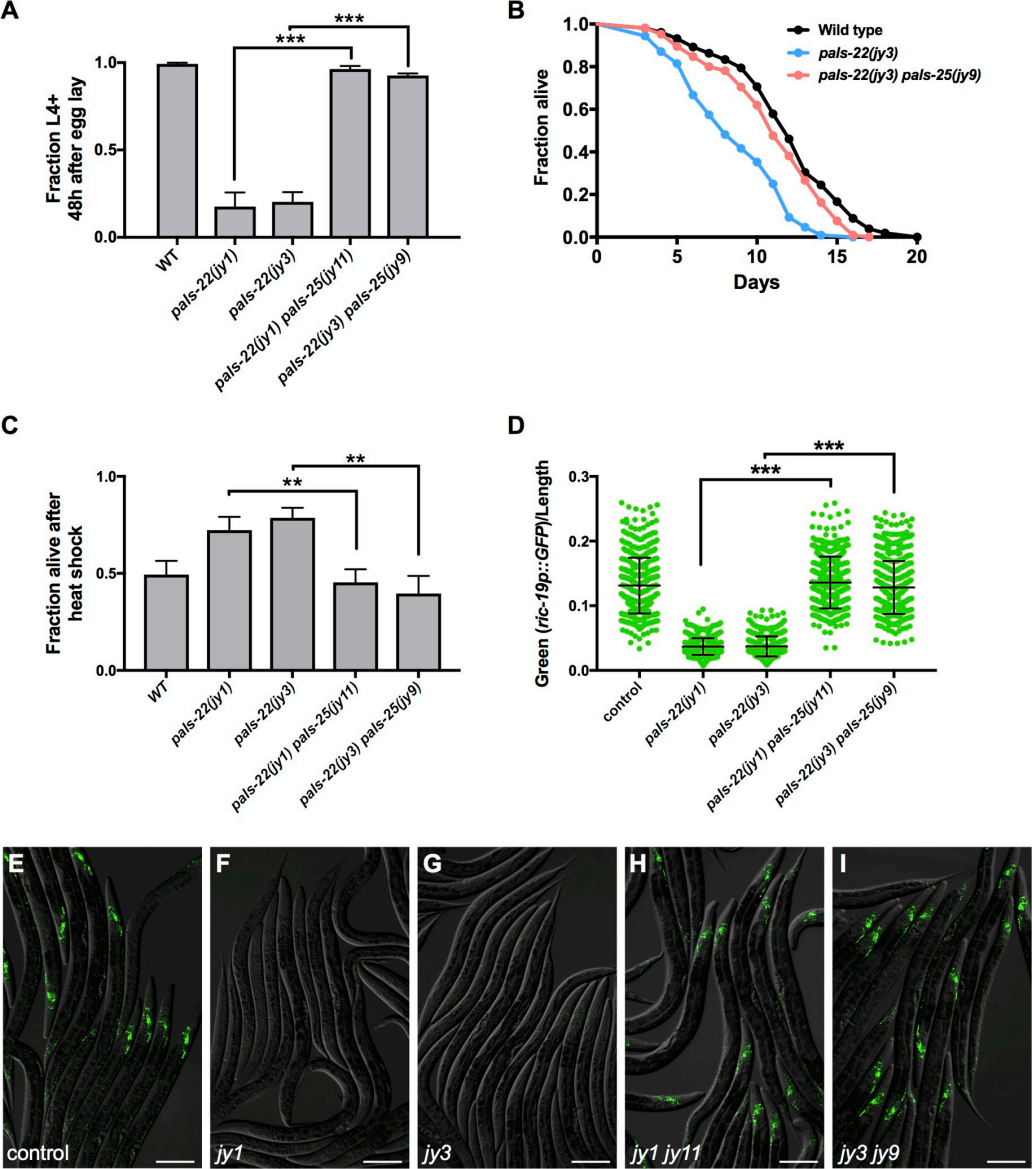
*pals-25* mutations suppress diverse phenotypes of *pals-22* mutants. (A) *pals-25* mutation suppresses the developmental delay of *pals-22* mutants. Fraction of animals reaching the L4 larval stage 48 hours after eggs were laid is indicated. Results shown are the average of three independent biological replicates, with 100 animals assayed in each replicate. Error bars are SD. *** p < 0.001 with Student’s t-test. (B) Lifespan of wild type, *pals-22(jy3)*, and *pals-22(jy3) pals-25(jy9)* animals. Assays were performed with 40 animals per plate, and three plates per strain per experiment. This experiment was repeated three independent times with similar results, with data from a representative experiment shown. See S2A and S2B Fig for other replicates. p-value for *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* is <0.0001 using the Log-rank test. (C) The increased survival of *pals-22* mutants after heat shock is suppressed by loss of function mutations in *pals-25*. Animals were incubated for 2 hours at 37°C followed by 24 hours at 20°C, and then assessed for survival. Strains were tested in triplicate, with at least 30 animals per plate. Mean fraction alive indicates the average survival among the triplicates, errors bars are SD. ** p < 0.01. Assay was repeated three independent times with similar results, and data from a representative experiment are shown. See S2C and S2D Fig for other replicates. (D-I) *pals-25* mutation suppresses transgene silencing in *pals-22* mutants. (D) *ric-19p*::*GFP* expression quantified in *pals-22* and *pals-22 pals-25* mutants using a COPAS Biosort machine to measure the mean GFP signal and length of individual animals, indicated by green dots. Mean signal of the population is indicated by black bars with error bars as SD. Graph is a compilation of three independent replicates, with at least 100 animals analyzed in each replicate. *** p < 0.001 with Student’s t-test. In (E-I), green is neuronal expression of *ric-19p*::*GFP*. Shown are (E) wild-type, (F) *pals-22(jy1)*, (G) *pals-22(jy3)*, (H) *pals-22(jy1) pals-25(jy11)*, and (I) *pals-22(jy3) pals-25(jy9)* animals. Images are overlays of green and Nomarski channels and were taken with the same camera exposure for all. Scale bar, 100 μm.

Our previous results suggested that *pals-22* acts independently of the canonical heat shock response controlled by the transcription factor HSF-1 [6, 9], which also regulates thermotolerance as well as pathogen resistance [13–15]. Interestingly, we found that a *hsf-1(sy441); pals-22(jy1)* double mutant has a larval arrest phenotype, suggesting that *hsf-1* and *pals-22* regulate parallel pathways that converge on some essential process [6]. To determine whether *pals-25* acts downstream of *pals-22* for this phenotype we constructed an *hsf-1(sy441); pals-22(jy1) pals-25(jy11)* triple mutant and found that this strain is viable. Therefore, *pals-25* acts downstream of *pals-22* to suppress synthetic lethality with *hsf-1(sy441)*.

Previous work from the Hobert lab identified *pals-22* in a screen for regulators of reporter gene expression in neurons [8]. They found that mutations in *pals-22* led to decreased levels of GFP reporter expression in neurons and other tissues, and wild-type *pals-22* thus acts as an ‘anti-silencing’ factor of multi-copy transgene expression. Therefore, we analyzed the effects of *pals-25* mutations on transgene silencing in *pals-22* mutants. Here we found that *pals-25* mutations reverse the enhanced silencing of a neuronally expressed GFP transgene in *pals-22* mutants (Fig 3D–3I), indicating that wild-type *pals-25* activity is required to silence expression from multi-copy transgenes in a *pals-22* mutant background. Of note, previous work found that a *pals-25* mutation alone does not affect transgene silencing [8]. In summary, loss of function mutations in *pals-25* appear to fully reverse all previously described phenotypes of *pals-22* mutants.

### *pals-22* mutants have immunity against coevolved intestinal pathogens of the intestine, which is suppressed by *pals-25* mutations

In addition to the previously described phenotypes of *pals-22* mentioned above, we analyzed resistance of these mutants to intracellular infection. First, we analyzed the resistance of *pals-22* mutants to *N*. *parisii* infection. We fed animals a defined dose of microsporidia spores and measured pathogen load inside intestinal cells. We analyzed pathogen load at 30 hours post infection (hpi), when *N*. *parisii* is growing intracellularly in the replicative meront stage, and found greatly lowered pathogen load in *pals-22* mutants compared to wild-type animals (Fig 4A–4F). We then tested *pals-22 pals-25* double mutants and found these animals to have resistance comparable to wild type. One explanation for the altered levels of *N*. *parisii* observed in the intestines of *pals-22* mutant animals is that these mutants have lowered feeding or accumulation of pathogen in the intestine, and thus simply have a lower exposure to *N*. *parisii*. To address this concern, we added fluorescent beads to our *N*. *parisii* infection assay and measured accumulation in the intestinal lumen. Here we found that *pals-22* mutants and *pals-22 pals-25* double mutants accumulated fluorescent beads at comparable levels to wild-type animals (S3A Fig), suggesting that their pathogen resistance to *N*. *parisii* is not simply due to lowered exposure to the pathogen in the intestinal lumen. As a positive control in this assay we tested *eat-2(ad465)* mutants and found that they had reduced fluorescent bead accumulation, consistent with their previously characterized feeding defect [16]. Altogether, these results indicate that *pals-22* and *pals-25* regulate resistance to infection by microsporidia.

**Fig 4:**
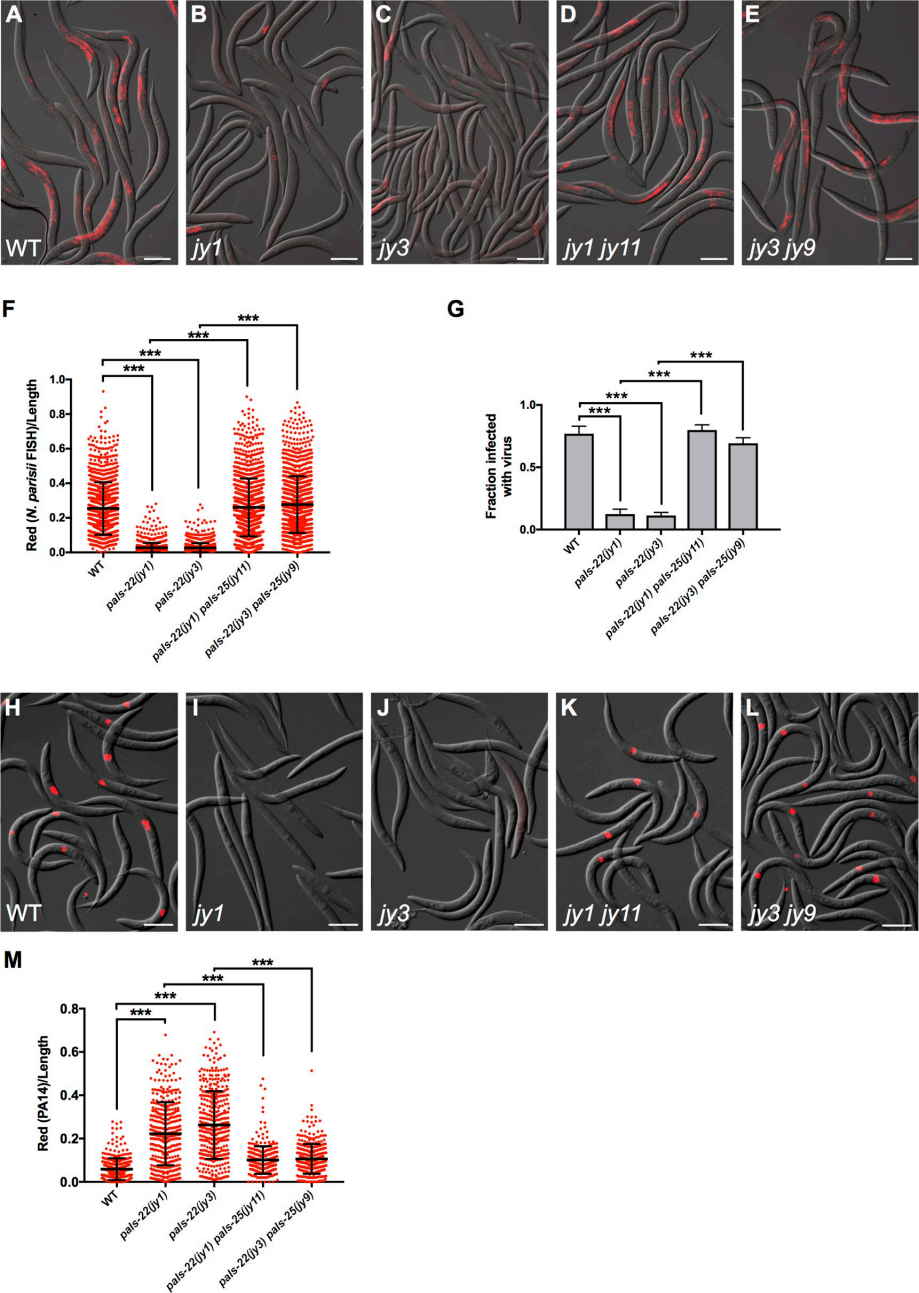
*pals-22* mutants have increased resistance to infection by *N*. *parisii* or Orsay virus, dependent on *pals-25*. (A-E) Images of (A) wild-type, (B) *pals-22(jy1)*, (C) *pals-22(jy3)*, (D) *pals-22(jy1) pals-25(jy11)*, and (E) *pals-22(jy3) pals-25(jy9)* animals infected with *N*. *parisii* as L1s, fixed 30 hours post infection, and stained by FISH with an *N*. *parisii*-specific probe (red). Scale bar, 100 μm. (F) *N*. *parisii* FISH signal quantified using a COPAS Biosort machine to measure the mean red signal normalized to the length of individual animals, indicated by red dots. Mean signal of the population is indicated by black bars, with error bars as SD. Graph is a compilation of three independent replicates, with at least 100 animals analyzed in each replicate. *** p < 0.001 with Student’s t-test. (G) Fraction of animals infected with the Orsay virus 18 hours post infection is indicated. Animals were fixed and stained by FISH with a virus-specific probe, and scored visually for infection. Results shown are the average of three independent biological replicates, with 100 animals assayed in each replicate. Error bars are SD. *** p < 0.001 with Student’s t-test. (H-L) Images of (H) wild-type, (I) *pals-22(jy1)*, (J) *pals-22(jy3)*, (K) *pals-22(jy1) pals-25(jy11)*, and (L) *pals-22(jy3) pals-25(jy9)* animals infected with the Orsay virus as L1s, fixed 18 hours post infection, and stained by FISH with a virus-specific probe (red). Scale bar, 100 μm. (M) Quantification of dsRed fluorescence levels in wild-type, *pals-22*, and *pals-22 pals-25* animals after 16 hours of exposure to dsRed-expressing PA14. Red fluorescence was measured using a COPAS Biosort machine to measure the mean red signal and length of individual animals, indicated by red dots. Mean signal of the population is indicated by black bars, with error bars as SD. Graph is a compilation of three replicates, with at least 100 animals analyzed in each replicate. *** p < 0.001 with Student’s t-test.

We also investigated resistance of *pals-22* mutants and *pals-22 pals-25* double mutants to other pathogens. First, we measured resistance to infection by the Orsay virus. Like *N*. *parisii*, Orsay virus is a natural pathogen of *C*. *elegans* and replicates inside of *C*. *elegans* intestinal cells [17, 18]. We used FISH staining of Orsay viral RNA to quantify the fraction of worms infected at 18 hpi. Here we found that *pals-22* mutants had significantly decreased viral load when compared to wild-type animals (Fig 4G–4L). This lowered viral infection in *pals-22* mutants was fully reversed to wild-type levels in *pals-22 pals-25* mutants. Importantly, we confirmed that *pals-22* and *pals-22 pals-25* mutants do not have altered fluorescent bead accumulation in the intestine compared to wild-type animals in the presence of virus (S3B Fig), indicating that their lowered viral load is not likely due to lowered exposure to the virus.

Interestingly, we found that *pals-22* mutants did not have reduced pathogen load when infected with the Gram-negative bacterial pathogen *Pseudomonas aeruginosa* (clinical isolate PA14) (Fig 4M). In fact, these mutants had increased pathogen load, which was suppressed by mutations in *pals-25*. To our knowledge, *P*. *aeruginosa* species are not common pathogens of nematodes in the wild, although under laboratory conditions, *P*. *aeruginosa* PA14 does accumulate in the *C*. *elegans* intestinal lumen and causes a lethal infection [19, 20]. In summary *pals-22* mutants have increased resistance to natural pathogens of the intestine but increased susceptibility to PA14, a ‘non-natural’ pathogen of the intestine.

The results above indicate that *pals-25* acts downstream or in parallel to *pals-22* to regulate IPR phenotypes (Figs 1–4). If *pals-25* were acting downstream of *pals-22*, the prediction is that a *pals-25* mutation in a wild-type background would have no effect. Because of the close genomic proximity of *pals-22* and *pals-25*, it would be extremely difficult to recombine our existing *pals-25* mutations away from *pals-22* mutations into a wild-type background. Therefore, we used CRISPR/Cas9 editing to generate two independent *pals-25* deletions in otherwise wild-type backgrounds (Fig 5A). In both cases we found that these *pals-25* null mutants have wild-type levels of IPR gene expression, thermotolerance and *N*. *parisii* pathogen load (Fig 5B–5D). In addition, we used CRISPR/Cas9 editing to delete the entire *pals-22 pals-25* locus and analyzed two independent alleles. In both cases we found that these *pals-22/25* null mutants have wild-type levels of IPR gene expression, thermotolerance and *N*. *parisii* pathogen load (Fig 5B–5D), consistent with our previous analyses of *pals-22 pals-25* mutants isolated from forward genetic screens. In addition, IPR gene expression was still induced by *N*. *parisii* or bortezomib treatment in these mutants (Fig 5E and 5F). These results are all consistent with *pals-25* acting downstream of *pals-22* and indicate that the entire *pals-22/25* locus is dispensable for IPR induction, thermotolerance, and resistance to *N*. *parisii*.

**Fig 5:**
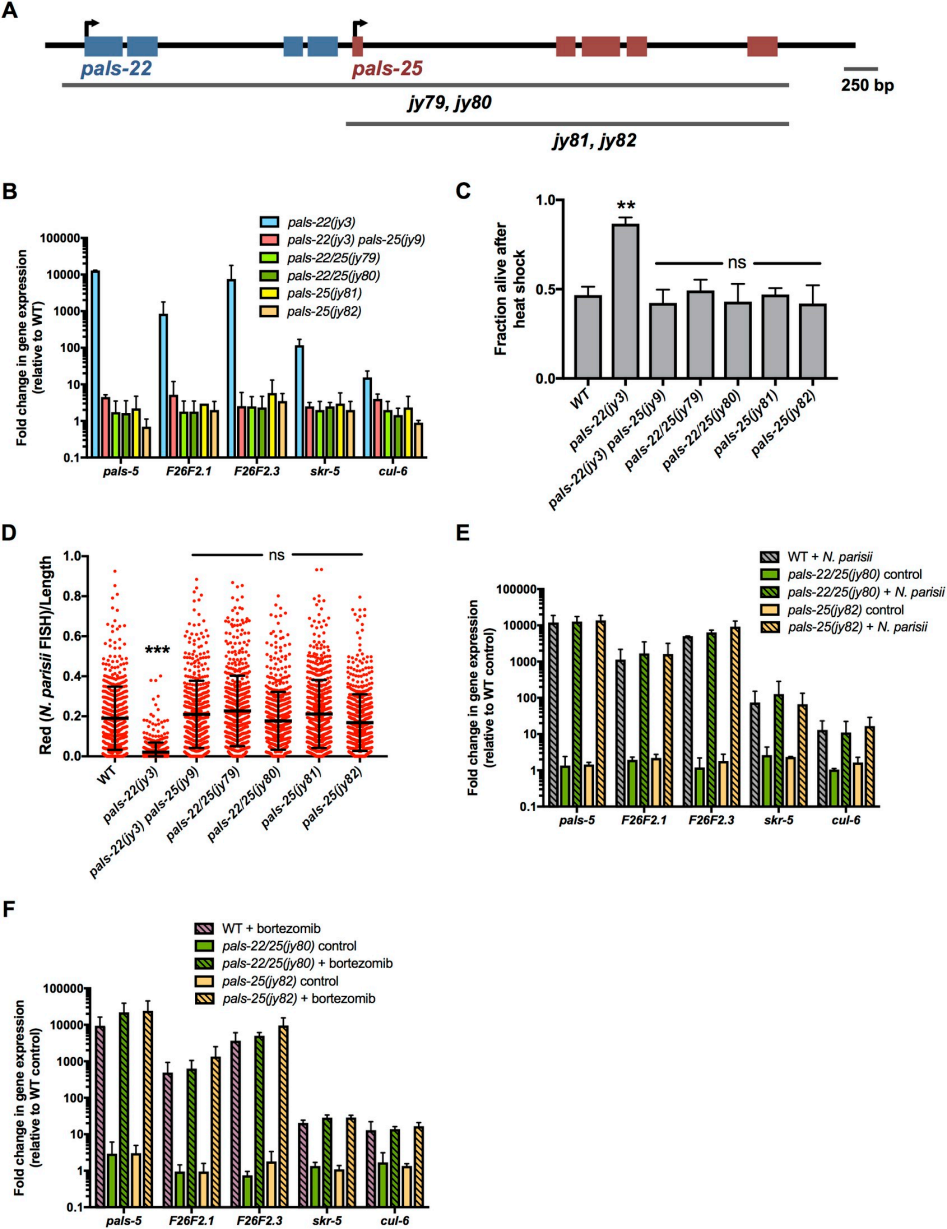
A complete deletion of the *pals-25* gene and of the *pals-22/25* locus leads to wild-type phenotypes. (A) *pals-22* and *pals-25* gene coding structure (UTRs not shown), with blue exons for *pals-22* and red exons for *pals-25*. Deleted regions are indicated; see S1 Table for more information. (B) qRT-PCR measurement of gene expression, shown as the fold change relative to wild-type control. (C) Survival of animals after 2 hour heat shock treatment at 37°C followed by 24 hours at 20°C. Strains were tested in triplicate, with at least 30 animals per plate. Assay was repeated three independent times with similar results, and data from a representative experiment are shown. Mean fraction alive indicates the average survival among the triplicates, errors bars are SD. ** p < 0.01, ns, not significant with Student’s t-test as compared to wild-type control. (D) *N*. *parisii* FISH signal quantified using a COPAS Biosort machine to measure the mean red signal normalized by length of individual animals, indicated by red dots. Mean signal of the population is indicated by black bars, with error bars as SD. Graph is a compilation of three independent replicates, with at least 100 animals analyzed in each replicate. *** p < 0.001, ns, not significant with Student’s t-test as compared to wild-type control. (E-F) qRT-PCR measurement of IPR gene expression in *pals-22/25(jy80)* and *pals-25(jy82)* animals following 4 hours of infection with *N*. *parisii* (E) or treatment with the proteasome inhibitor bortezomib (F). For (B,E-F), results shown are the average of two independent biological replicates and error bars are SD.

### RNA-seq analysis of *pals-22/25*-upregulated genes define the IPR

Previous work indicated that *N*. *parisii* and the Orsay virus induce a common set of genes, despite these being very different pathogens [9]. We called eight of these genes the IPR subset [6], and here we show they are regulated by *pals-22/25* (Fig 2A). To identify additional genes regulated by *pals-22/25*, we performed RNA-seq analysis of *pals-22* mutants, *pals-22 pals-25* mutants, and wild-type animals. 

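RNA was sequenced from whole L4 stage animals of 3 genotypes, with 3 replicates of each: the wild-type strain N2, pals-22(jy3) mutants and pals-22(jy3) pals-25(jy9) double mutants. All were raised at 20°C and kept at 25°C for the final 4 hours. Paired-end libraries of mRNA were made with the TruSeq Stranded method. The authors aligned the reads to WormBase release WS235 with Bowtie 2, estimated abundance with RSEM and deposited the expected count of each gene in each library, without normalization. An expected count shares reads that fit several genes among them, so 2.9% of the values are not whole numbers. The total per library was between 11874921 and 13673355 in wild-type animals (median 13484574), between 13892618 and 14507185 in pals-22 mutants (median 14223380) and between 12281861 and 13465796 in double mutants (median 13357308). These totals are the numbers of mapped reads in S2 Table. Counts were rounded to whole numbers and library sizes were scaled by edgeR's TMM method. Levels are given in CPM, edgeR's unit of counts relative to the scaled library size. The 12280 genes above 1 CPM in at least 3 libraries were tested, in a single fit that also held the 6 libraries of the bortezomib experiment. A gene was called when its adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was below 0.01, with no minimum fold change, which is the threshold of the paper. Where a group had no read of a gene, fold changes are given as lower bounds against a floor of 3 counts over the group, and these cover counting error only. Standard errors were worked back from the test, as the size of the log2 fold change over the square root of its F statistic. They can be too small for genes with few reads in a group. Gene positions are those of the Ensembl annotation of the WBcel235 assembly. The pals-22 gene (WBGene00016216, chromosome III from 132418 to 134401) was measured at 3.20 ± 0.406 CPM in wild-type animals, 5.37 ± 0.605 CPM in pals-22 mutants and 1.94 ± 0.0204 CPM in double mutants (SD, n = 3 libraries of each). In pals-22 mutants its log2 fold change was 0.74 against wild type (standard error 0.202, adjusted p = 0.0119, and 0.00942 with upper-quartile scaling, which would call it) and 1.47 against double mutants (standard error 0.21, adjusted p = 0.000323). Both alleles came from mutagenesis screens, so the level of mRNA does not check the genotype of a library.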

We performed differential gene expression analysis using a FDR<0.01 cutoff (see Materials and Methods for a complete description of criteria) and determined that 2,756 genes were upregulated in *pals-22* mutants compared to wild-type animals (Fig 6A, S4 Table). 

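In pals-22 mutants compared with wild-type animals, 1435 genes were called higher and 687 lower, so that 67.6% of the called genes were higher. The median log2 fold change was 1.5 among the higher genes and -0.38 among the lower genes. In 7048 genes (57.4%) the 3 pals-22 libraries all lay on the same side of the 3 wild-type libraries, a separation that chance gives for 10% of genes. Relative to the counts of 1435 and 687, the alternative that moved them most required a fold change above 2 in the test itself. It called 258 genes higher and 27 lower. Scaling to the upper quartile called 1523 genes higher and 423 lower (78.3% higher) and moved the median log2 fold change of all genes from 0.0329 to 0.112. DESeq2 called 2000 higher and 1632 lower (55.1% higher). Single libraries weighed on these counts. Without replicate 1 of the wild type, 489 genes were higher and 154 lower. Without replicate 3 of the wild type, 594 were higher and 120 lower, and without replicate 2 of the pals-22 mutants, 597 were higher and 154 lower. The number of lower genes was 410 without replicate 2 of the wild type and 1087 without replicate 1 of the pals-22 mutants. Among the largest rises were those of chil-18 (WBGene00011161, chromosome II from 9448265 to 9449717) and fbxa-174 (WBGene00008015, chromosome V from 17555854 to 17558477), which had no read in any wild-type library. The level of chil-18 was 14.6 ± 1.39 CPM in pals-22 mutants (SD, n = 3), at least 189-fold higher (edgeR, adjusted p = 2.07e-06). That of fbxa-174 was 13.8 ± 2.80 CPM, at least 179-fold higher (edgeR, adjusted p = 6.44e-05). The largest falls were those of irg-4, dod-24 and H25K10.1. The level of irg-4 (WBGene00008584, chromosome IV from 12435833 to 12438236) was 0.0442 ± 0.0765 CPM in pals-22 mutants and 9.06 ± 0.954 CPM in wild-type animals, a log2 fold change of -7.41 (standard error 0.71, edgeR adjusted p = 5.27e-06). The pals-22 libraries had 2, 0 and 0 counts of irg-4, so without replicate 1 that group had no read of the gene. The log2 fold change of dod-24 was -6.99 (standard error 0.599, edgeR adjusted p = 1.73e-06) and that of H25K10.1 was -6.92 (standard error 0.566, edgeR adjusted p = 1.18e-06). For H25K10.1 the pals-22 libraries had 0, 0 and 1 counts, so that value rests on replicate 3.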

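Between pals-22 mutants and pals-22 pals-25 double mutants, 441 genes were called higher in the pals-22 mutants and 139 lower, and the median log2 fold change was 2.07 among the higher genes and -1.28 among the lower. In 2914 genes (23.7%) the libraries of the 2 genotypes did not overlap, against 10% by chance. Without replicate 3 of the double mutants, 262 genes were higher and 79 lower, and without replicate 2 of the double mutants the lower genes numbered 81. DESeq2 called 567 genes higher and 269 lower. The gene pals-29 (WBGene00012091, chromosome IV from 14539685 to 14542617) was measured at 54.5 ± 6.31 CPM in pals-22 mutants (SD, n = 3) and had no read in the double mutants, so it was at least 732-fold higher (adjusted p = 3.07e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, chil-18 was at least 197-fold higher (adjusted p = 2.7e-06) and pals-9 (WBGene00044237, chromosome I from 13133648 to 13136156) at least 147-fold higher (adjusted p = 1.63e-05). The largest falls were those of irg-4 (log2 fold change -7.90, standard error 0.693, adjusted p = 2.84e-06), dod-24 (log2 fold change -7.77, standard error 0.579, adjusted p = 5.26e-07) and sysm-1 (log2 fold change -6.71, standard error 0.705, adjusted p = 1.93e-05). Without replicate 1 of the pals-22 mutants, that group had no read of irg-4.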

Next, we compared *pals-22* mutants to *pals-22 pals-25* double mutants and found that 744 genes were upregulated (Fig 6A, S4 Table). Of these two comparisons, there are 702 genes in common that are upregulated both in *pals-22* mutants compared to wild-type animals and in *pals-22* mutants compared to *pals-22 pals-25* double mutants (Fig 6A). Therefore, these 702 genes are negatively regulated by wild-type *pals-22* and require the activity of the wild-type *pals-25* for their induction in the absence of wild-type *pals-22*. These 702 genes include *pals-5* (Fig 1) and other IPR genes (Fig 2).

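Here 410 genes were higher in pals-22 mutants in both comparisons, against 51.53 expected if the 2 sets of called genes were independent, a ratio of 7.96. Both comparisons use the same pals-22 libraries, which by itself ties them together. When 1 pals-22 library was used in one comparison and the other 2 in the other, in all 6 ways, between 181 and 416 genes were higher in both and the ratio was 4.03 to 30.8. The correlation across genes of the 2 sets of log2 fold changes was 0.814, where 30 simulated draws in which the 3 genotypes did not differ gave 0.462 to 0.519 (genes are not independent replicates). In the draws each gene varied on its own, while many genes of the real libraries deviate together. The draws therefore cannot tell how far 0.814 lies from chance. Without replicate 3 of the double mutants, 254 genes were higher in both comparisons. The ratio was 20.5 without replicate 1 of the wild type, 17.2 without replicate 3 of the wild type and 18.3 without replicate 2 of the pals-22 mutants, where fewer genes were called against wild type. Of the 702 names in the paper's list, 696 matched a gene of the count table and 694 were tested, and 401 of those were among the 410.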

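Between pals-22 pals-25 double mutants and wild-type animals, edgeR called 9 genes higher and 1 lower, and 4074 genes had an unadjusted p under 0.05. The number depended on the tool and on pairing. Among the untreated libraries, replicates with the same number carry the same library-set prefix in their names, and for these 2 genotypes their deviations from the group mean go together across genes. With the replicate number as a block, 707 genes were higher and 51 lower. Limma voom called 5 higher and 1 lower, and DESeq2 276 higher and 33 lower. Each library weighed on the count of 9 higher genes, which was 1 without replicate 1 of the wild type or replicate 2 of the double mutants, 2 without replicate 3 of the double mutants, 4 without replicate 2 or 3 of the wild type and 110 without replicate 1 of the double mutants. The count of lower genes was 4 without replicate 1 of the double mutants, 1 without replicate 2 of the wild type and 0 without each of the other 4 libraries. Among the 9 genes called by edgeR, the largest rise was that of pqn-72, from 2.57 ± 1.15 to 32.4 ± 12.5 CPM (SD, n = 3), a log2 fold change of 3.65 (standard error 0.445, adjusted p = 0.00237 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of pitr-5 was 2.63 (adjusted p = 0.00237, same test), that of Y47D7A.6 was 2.46 (adjusted p = 0.0057) and that of gad-3 was -0.85 (adjusted p = 0.00267). None of these 4 calls held without replicate 1 of the wild type, where the adjusted p was 0.0224, 0.016, 0.0385 and 0.0224 in the same order, without replicate 2 of the double mutants (0.0154, 0.0154, 0.0265 and 0.0241) or without replicate 3 of the double mutants (0.0171, 0.0182, 0.0376 and 0.02), and limma voom did not call pqn-72 (0.014). Without replicate 3 of the wild type, the values of pqn-72, Y47D7A.6 and gad-3 were 0.0213, 0.0428 and 0.0223, and without replicate 2 of the wild type that of pitr-5 was 0.0211. Of the 410 genes higher in pals-22 mutants in both comparisons, 3 were called higher in double mutants than in wild type (Y69A2AR.12, Y69A2AR.25 and T20D4.7, named after their values were seen), and 17 with the replicate block. To measure the reversal, the log2 fold change of each gene in double mutants was divided by that in pals-22 mutants, both against wild type. A median of 12% of the rise was left over the 410 genes. Over all 1435 genes higher in pals-22 mutants than in wild type it was 46.5% (SD 9.26 over replicates with the same number, n = 3), and over the 1025 of them not called against double mutants it was 61.4%. The 410 genes were chosen for being called above double mutants and the 1025 for not being so, a choice that by itself lowers the first of these values and raises the last. The value over all 1435 genes uses the same wild-type libraries to choose the genes and to measure the rise and the part left. With genes chosen and their rise measured against 1 or 2 wild-type libraries and the part left against the others, in all 6 ways, it was 10.7% to 34.2% (over 154 to 1131 genes), below 46.5% in each. With single libraries left out the 46.5% became 22.49% without replicate 1 of the wild type, 27.08% without replicate 3 of the wild type, 28.33% without replicate 2 of the pals-22 mutants and 32.94% without replicate 2 of the double mutants, and it was 65.83% without replicate 1 of the double mutants and 62.64% with the replicate block. From the rise in pals-22 mutants over both other genotypes, the paper concludes that wild-type pals-22 represses these genes and that they need wild-type pals-25 for their induction when pals-22 is lost.

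**Figure D1:**
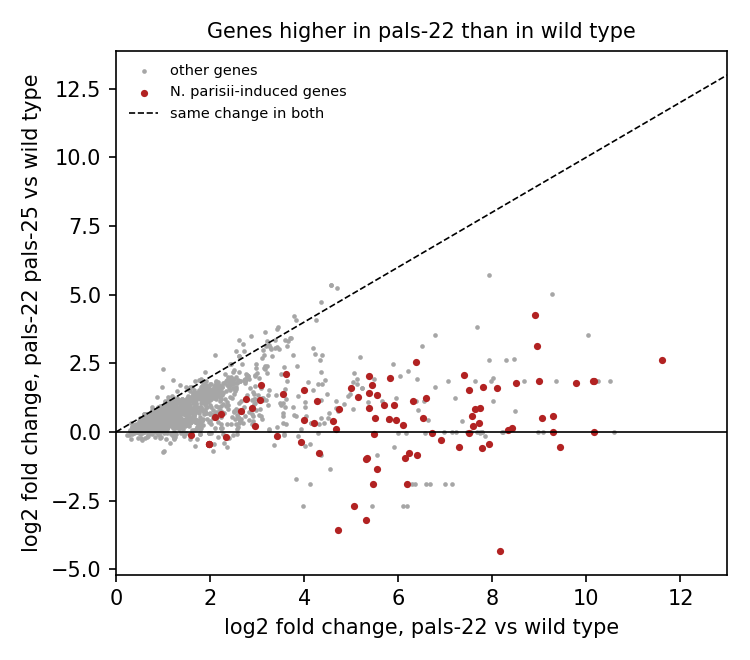
Log2 fold change against wild type of the 1435 genes higher in pals-22 mutants, in pals-22 mutants (horizontal axis) and in pals-22 pals-25 double mutants (vertical axis), with the 86 N. parisii-induced genes in red and a dashed line where both values are equal. Most red points lie near 0 on the vertical axis, with a median of 7.83% of the rise left, and the values of genes with no read in a group depend on the prior count.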

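The pals-5 gene (WBGene00007659, chromosome I from 13130813 to 13132466) had between 397 and 540 counts in the pals-22 libraries, a level of 29.8 ± 5.06 CPM (SD, n = 3). It had no read in any wild-type library, so it was at least 384-fold higher in pals-22 mutants (adjusted p = 1.18e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In double mutants it had 0 to 2 counts per library (0.048 ± 0.0831 CPM), and its log2 fold change in pals-22 mutants against double mutants was 8.98 (standard error 0.503, edgeR adjusted p = 1.52e-07). That value rests on replicate 3 of the double mutants, without which that group had no read of the gene. Between double mutants and wild type, with both at or near 0 counts, no difference was detectable (edgeR adjusted p = 0.315). Of the 80 names in the paper's list of intracellular pathogen response (IPR) genes, 79 matched a tested gene. All 79 were higher in pals-22 mutants than in wild type, with a median log2 fold change of 5.92 over all 79, also when genes with no read in a group are set at their bound. Against double mutants 77 were higher, with a median of 5.96 (5.51 with bounds), and Y47H10A.5 and T05A8.2 were not called. Limma voom called 66 higher against wild type and 63 against double mutants. With each library left out in turn, edgeR called 74 to 79 and 71 to 75. Adjusted over the list alone, 79 were higher in both comparisons, which is not independent evidence since the paper chose the list on these libraries. Against wild type, edgeR called only Y69A2AR.25 higher in double mutants (log2 fold change 1.71, standard error 0.238, adjusted p = 0.0057), DESeq2 called 4 IPR genes and the fit with the replicate block 3. These 3 genes are named after their values were seen.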

**Fig 6:**
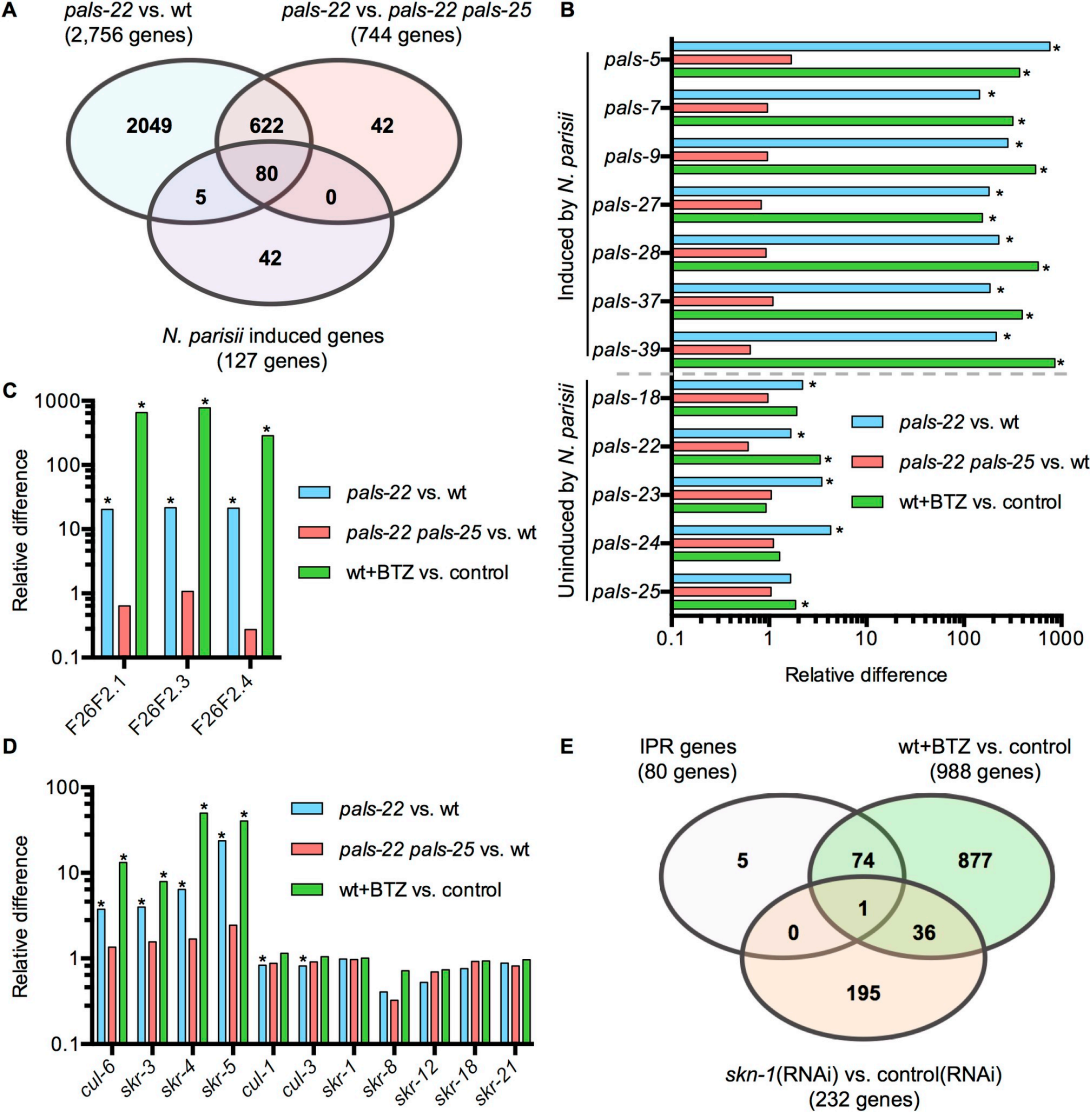
The *pals-22/25* gene pair transcriptionally regulates genes that are induced by *N*. *parisii* infection or proteasome blockade. (A) Venn diagram comparing 1) genes upregulated in *pals-22* mutants compared to wild-type animals, 2) genes upregulated in *pals-22* mutants compared to *pals-22 pals-25* double mutants and 3) genes induced in wild-type animals in response to *N*. *parisii* infection. Gene sets 1 and 2 were obtained from RNA-seq data outlined in this study, and Gene set 3 was obtained via RNA-seq in a previous study [9]. Gene sets 1 and 2 have a highly significant overlap (rf = 3.9; p<1.0E-317), gene sets 1 and 3 significantly overlap (rf = 2.8; p<1.41E-24), as do gene sets 2 and 3 (rf = 9.6; p<2.48E-63). We define the IPR genes as the 80 genes common across the three gene sets. (B-D) The relative mRNA levels measured by RNA-seq in: *pals-22(jy3)* animals compared to wild-type; *pals-22(jy3) pals-25(jy9)* animals compared to wild-type; and wild-type animals treated with the proteasome inhibitor bortezomib (BTZ) compared to DMSO (vehicle control for BTZ). * FDR<0.01 as calculated by edgeR and limma (see Materials and Methods) indicates the gene is considered to be differentially expressed. (B) *pals* genes induced by *N*. *parisii* infection are also regulated by *pals-22/25* and induced by BTZ. (C) Species-specific F26F2 genes are regulated by the *pals-22/25* gene pair and are induced by BTZ. (D) The Cullin-Ring Ligase components Cullin (*cul)* and Skp-related (*skr)* genes that are upregulated during *N*. *parisii* infection are also regulated by the *pals-22/25* gene pair and induced by BTZ. (E) Venn Diagram showing overlap between: IPR genes defined in (A); genes upregulated due to treatment with BTZ; and genes upregulated by *skn-1*[21]. The overlap between IPR genes and genes induced following BTZ treatment is highly significant (rf = 10.8; p<2.68E-74), while the overlap between IPR genes and SKN-1 regulated genes is that expected by random chance (rf = 0.6; p<0.487). The overlap between BTZ-induced genes and SKN-1 regulated genes is considered significant (rf = 1.8; p<2.04E-4). See S2 and S3 Tables for detailed expression levels of genes discussed here.

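Of the 127 N. parisii-induced genes, 126 matched a gene of the count table and 107 were tested. Among these, 86 were higher in pals-22 mutants than in wild-type animals, where 12.5 were expected (ratio 6.88, exact hypergeometric test, one-sided, p = 5.73e-61). Their number among the genes higher in pals-22 mutants than in double mutants was 79, where 3.843 were expected (ratio 20.6, p = 1.08e-92, same exact test). The background was the set of tested genes. The counts were 86 and 87 when adjusted over the list alone. Over the 107 genes the median log2 fold change was 5.37 against wild type and 4.56 against double mutants (4.51 with bounds for genes with no read in a group). Apart from leaving out a library, the test against a fold change above 2 moved the first ratio most, to 32.5. Next were only the compared libraries in the fit, which gave 20.5, and an FDR below 0.05, which gave 3.13. Without replicate 1 of the wild type the first ratio was 17.8, without replicate 3 of the wild type 14.9 and without replicate 2 of the pals-22 mutants 15. Without replicate 3 of the double mutants the second was 31.5.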

Because *pals-22* is upstream of *pals-25* in an operon, we investigated whether a *pals-22* mutation might affect mRNA expression of *pals-25*. 

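The pals-25 gene (WBGene00020540) lies on chromosome III from 134494 to 137975, downstream of pals-22. In the genotype libraries, its mRNA was measured at 4.11, 3.93 and 4.94 CPM in pals-22 mutants and at 2.56, 2.27 and 2.97 CPM in wild-type animals. The log2 fold change was 0.73 (standard error 0.237) with an adjusted p of 0.0239 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is above 0.01. The 3 mutant libraries all lay above the 3 wild-type libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 0.63 and 0.84 and the adjusted p reached 0.0719. DESeq2 gave an adjusted p of 0.038 and limma voom 0.0212. The gene is called only when the FDR threshold is 0.05. In double mutants it was measured at 2.72 ± 0.272 CPM (SD, n = 3), with a log2 fold change of 0.06 against wild type (standard error 0.244, edgeR adjusted p = 0.868).

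**Figure D2:**
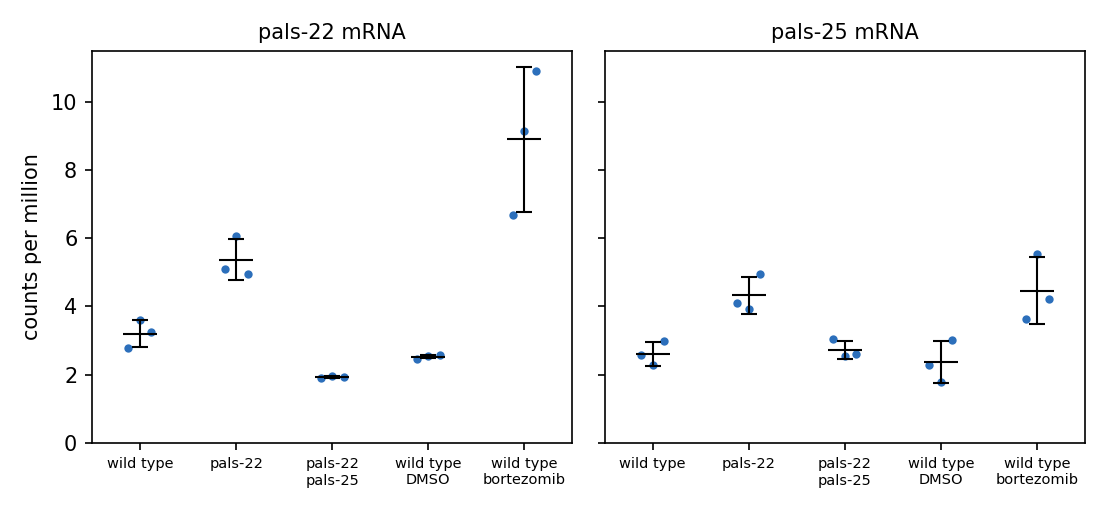
Level in CPM (TMM-scaled) of pals-22 and pals-25 in each library of the 5 conditions, with bars for the mean and SD of 3 libraries. The pals-25 values of the pals-22 mutants lie between 3.93 and 4.94 CPM and those of untreated wild-type animals between 2.27 and 2.97 CPM.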

Consistent with the lack of PALS-25::GFP changes upon *pals-22* RNAi treatment, we found no significant difference between *pals-25* mRNA expression in *pals-22(jy3)* mutants compared to wild-type animals (Fig 6B). To investigate whether a *pals-25* mutation had an effect on *pals-22* mRNA expression we performed qRT-PCR on a *pals-25(jy81)* deletion mutant and here we found there was no significant effect on *pals-22* mRNA expression in these mutants compared to wild-type animals (S4 Fig).

We next compared the 702 *pals-22/25*-regulated genes to genes induced during *N*. *parisii* infection identified in a previous study [9] to expand our list of IPR genes. Out of 127 genes induced during *N*. *parisii* infection, we found that the *pals-22/25* gene pair regulated mRNA expression of 80 of these genes (Fig 6A). Specifically, of the 25 *pals* genes induced upon intracellular infection, all are induced in *pals-22* mutants and reverted back to wild-type levels in *pals-22 pals-25* double mutants (Fig 6B, S4 Table). 

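Among the 410 genes higher in pals-22 mutants than in both wild-type animals and double mutants, 79 were N. parisii-induced, where 3.572 were expected from the 107 such genes tested (ratio 22.1, one-sided exact hypergeometric test, p = 2e-95). Leaving out each library in turn gave between 72 and 78. In double mutants compared with wild type, edgeR called 1 of the 107 genes, Y69A2AR.25, DESeq2 called 5 and the fit with the replicate block 3. Their median log2 fold change in that comparison was 0.32 (0.46 with bounds for genes with no read in a group).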

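By their names, 22 pals genes are in the N. parisii-induced list and 21 of them passed the filter on low counts. The paper counts 25 pals genes as induced, 3 more than were found by name in the list, and which these are was not settled here. All 21 were called higher in pals-22 mutants than in wild-type animals, with log2 fold changes from 3.43 upward and a median of 7.73 (7.15 with genes that had no read in a group at their bound). Likewise all 21 were called higher than in double mutants, from 3.34 upward with a median of 7.08 (6.99 with bounds). Limma voom called 16 and 15 of them. Between double mutants and wild type, edgeR and limma voom called 0 of the 21, DESeq2 called 1 and 3 had an unadjusted p under 0.05. The depth limits that comparison, since 4 of the 21 had no read in the libraries of a group and 5 allowed no fold change.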

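The count table holds 37 pals genes, and 33 were tested. Of the 12 tested pals genes outside the N. parisii-induced list, 6 were called higher in pals-22 mutants than in wild-type animals: pals-1, pals-15, pals-17, pals-23, pals-24 and pals-31. Which of the 12 the paper counts among its 25 induced pals genes was not settled here, so being outside the list does not mark a gene as not induced. In double mutants compared with pals-22 mutants, pals-1, pals-15, pals-24 and pals-31 were called lower, as was pals-22 itself. In each comparison 8 of the 12 were called when adjusted over the list alone. The 2 genes upstream of pals-22 on chromosome III were pals-24 (from 120435 to 124690), with a log2 fold change of 2.09 against wild type (standard error 0.276, adjusted p = 0.000123, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.95 against double mutants (edgeR adjusted p = 0.000276), and pals-23 (from 124778 to 127971). The log2 fold change of pals-23 was 1.79 against wild type (standard error 0.396, edgeR adjusted p = 0.00522) and 1.72 against double mutants (edgeR adjusted p = 0.0123). The call of pals-23 against wild type did not hold without replicate 1 of the wild type (adjusted p = 0.0243), without replicate 3 of the wild type (0.0218) or without replicate 2 of the pals-22 mutants (0.0241). The log2 fold changes of pals-1, pals-15 and pals-31 against wild type were 4.01, 3.35 and 4.51, and that of pals-17 was 1.59 (edgeR adjusted p = 0.00389, up to 0.0192 with a library left out). The gene pals-18 was just above the threshold, with a log2 fold change of 1.12 (edgeR adjusted p = 0.0123).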

Notably, all *pals* genes that are not regulated by *pals-22/25* are also not induced by infection. Furthermore, the other nematode-specific genes F26F2.1, F26F2.3, and F26F2.4, which are induced by *N*. *parisii* and Orsay virus infection, were also found to be induced in *pals-22* mutants and brought back to wild-type levels in *pals-22 pals-25* double mutants (Fig 6C). In addition, we found that the ubiquitin ligase components are similarly regulated (Fig 6D). These studies thus define IPR genes as the 80 genes that are: 1) induced by *N*. *parisii* infection, 2) induced in a *pals-22* mutant background, and 3) reversed back to wild-type levels in *pals-22 pals-25* double mutants.

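F26F2.1 (WBGene00009166, chromosome V from 20559162 to 20561895) was measured at 13.0 ± 5.25 CPM in pals-22 mutants, 0.672 ± 0.459 CPM in wild-type animals and 0.368 ± 0.132 CPM in double mutants (SD, n = 3 of each). Its log2 fold change in pals-22 mutants was 4.31 against wild type (standard error 0.612, adjusted p = 0.000236, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.10 against double mutants (standard error 0.671, edgeR adjusted p = 0.000157). F26F2.3 (WBGene00009168, chromosome V from 20565289 to 20566554) was measured at 2.09 ± 1.07 CPM in pals-22 mutants, 0.122 ± 0.212 CPM in wild type and 0.0985 ± 0.109 CPM in double mutants. Its log2 fold change was 3.93 against wild type (standard error 1, edgeR adjusted p = 0.00935) and 4.27 against double mutants (standard error 1.04, edgeR adjusted p = 0.0187, not called). DESeq2 called F26F2.3 against double mutants (adjusted p = 0.000916), as did edgeR without the filter on low counts (0.00822). The call of F26F2.3 against wild type was lost without replicate 1 (adjusted p = 0.0445), 2 (0.012, with no read left in wild type) or 3 (0.0318) of the wild type, without replicate 2 (0.0495) or 3 (0.0184) of the pals-22 mutants, and with upper-quartile scaling (0.01). F26F2.4 (WBGene00009169, chromosome V from 20569295 to 20569996) was measured at 2.96 ± 0.645 CPM in pals-22 mutants and 0.107 ± 0.0587 CPM in wild type, a log2 fold change of 4.72 (standard error 0.788, edgeR adjusted p = 0.00135, and 0.0112 without replicate 1 of the wild type). It had no read in double mutants, so it was at least 39.9-fold higher in pals-22 mutants (edgeR adjusted p = 0.000614). Limma voom called none of the 3 genes, with adjusted p values against wild type of 0.0227, 0.125 and 0.0568 in this order. Between double mutants and wild type, the adjusted p of the 3 genes from edgeR was 0.654, 0.909 and 0.252.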

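The cullin gene cul-6 (WBGene00000841, chromosome IV from 12586485 to 12590451) was measured at 18.1 ± 3.72 CPM in pals-22 mutants, 4.72 ± 0.364 CPM in wild-type animals and 6.50 ± 1.44 CPM in double mutants (SD, n = 3 of each). Its log2 fold change in pals-22 mutants was 1.94 against wild type (standard error 0.183, adjusted p = 4.54e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.47 against double mutants (standard error 0.177, edgeR adjusted p = 7.03e-05). The Skp-related genes skr-3, skr-4 and skr-5 were called higher in both comparisons. For skr-3 (chromosome V from 16121084 to 16122649) the log2 fold changes were 2.00 (standard error 0.161, edgeR adjusted p = 1.01e-06) and 1.35 (standard error 0.155, edgeR adjusted p = 4.73e-05). For skr-4 (chromosome V from 19924224 to 19925033) they were 2.66 (standard error 0.26, edgeR adjusted p = 6.46e-06) and 1.91 (standard error 0.245, edgeR adjusted p = 0.000123). For skr-5 (chromosome V from 17347902 to 17348723), at 1.94 ± 0.897 CPM in pals-22 mutants, they were 5.00 (standard error 0.715, edgeR adjusted p = 0.000257) and 3.41 (standard error 0.583, edgeR adjusted p = 0.0015), and the call against double mutants did not hold without replicate 3 of the double mutants (adjusted p = 0.0131). In double mutants skr-3 kept a log2 fold change of 0.65 over wild type, not called by edgeR (adjusted p = 0.0531) and called with the replicate block (adjusted p = 0.00949). In the same comparison the adjusted p from edgeR was 0.119 for cul-6, 0.0944 for skr-4 and 0.266 for skr-5. Other ubiquitin ligase genes fell slightly in pals-22 mutants compared with wild type. The log2 fold change was -0.27 for cul-1 (edgeR adjusted p = 0.00777, up to 0.0269 with a library left out), -0.29 for cul-3 (edgeR adjusted p = 0.00658) and -0.39 for skr-18 (edgeR adjusted p = 0.00899, up to 0.0293 with a library left out), and skr-1 was unchanged at -0.02 (edgeR adjusted p = 0.746). The call of cul-3 did not hold without replicate 1 (adjusted p = 0.0164) or 3 (0.0278) of the wild type, without replicate 2 of the pals-22 mutants (0.0249) or with upper-quartile scaling (0.011).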

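Applying the first 2 criteria and a rise over double mutants to the calls made here gave 79 genes. Of these, 77 are in the paper's list of 80, and the others are Y105C5A.13 and Y43F8B.15, named after their values were seen. For the criterion of reversal, a median of 7.83% of the rise over wild type was left in double mutants over the 86 N. parisii-induced genes higher in pals-22 mutants, and in 2 of them over 50% was left. Over the other 1349 genes higher in pals-22 mutants a median of 49.5% was left. The median log2 fold changes in double mutants were closer, at 0.501 for the 86 genes and 0.61 for the 1349. Those in pals-22 mutants were 5.81 and 1.4, so the gap in percent lies mostly in the size of the rise.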

### IPR genes are also regulated by proteasomal stress

Previous work indicated that blockade of the proteasome, either pharmacologically or genetically, will induce expression of a subset of IPR genes [9]. To determine the IPR genes that are induced by proteasome stress, we performed RNA-seq analysis to define the whole-genome response to this stress. 

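Bortezomib is a small molecule that blocks the proteasome. It was added to plates of wild-type L4 stage animals to 20 µM, and the animals were held at 20°C for 4 hours. Control plates received the same amount of the solvent DMSO. There were 3 libraries of each treatment, made and aligned like the libraries of the mutants, and the deposited values are again expected counts. The total per library was between 11768290 and 13260497 with bortezomib (median 12864931) and between 11847764 and 14326060 with DMSO (median 12086913). The 6 libraries were fitted with the 9 untreated libraries, and the comparison was between the 2 treatments.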

Again, we conducted differential expression analysis and compared gene expression of animals after 4 hours of exposure to the proteasome inhibitor bortezomib compared to the DMSO vehicle control. From these experiments we determined that 988 genes are induced following bortezomib treatment, using the cut-off mentioned above and described in the Materials and Methods. 

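With bortezomib, 867 genes were called higher than with DMSO and 678 lower, so that 56.1% of the called genes were higher. Median log2 fold changes were 1.19 among the higher genes and -1.11 among the lower. The libraries of the 2 treatments did not overlap in 5068 genes (41.3%), against 10% by chance. Requiring a fold change above 2 in the test moved the count most and left 277 higher and 64 lower. The number of lower genes was 442 and 439 without replicate 1 or 2 of the DMSO group, and 392 and 410 without replicate 2 or 3 of the bortezomib group. Among called genes whose libraries did not overlap, the largest rises by fitted value were those of the gene with the identifier WBGene00194645 (chromosome IV from 15847396 to 15848086, 24.5 ± 13.2 CPM, SD, n = 3, and no read with DMSO, at least 293-fold, adjusted p = 1.8e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), pals-9 (23.7 ± 6.97 CPM, at least 284-fold, edgeR adjusted p = 2.86e-06) and pals-2. The rank of the first 2, with no read in a group, rests on the prior count of the fit. The level of pals-2 was 70.3 ± 21.4 CPM with bortezomib and 0.0248 ± 0.043 CPM with DMSO, a log2 fold change of 10.88 (standard error 0.535, edgeR adjusted p = 2.61e-09). That value was between 10.46 and 11.10 with each library but DMSO replicate 2 left out in turn, and without that library the DMSO group had no read of the gene. The largest falls were those of aqp-3 (log2 fold change -3.61, standard error 0.657, edgeR adjusted p = 0.00107), cyp-34A9 (log2 fold change -3.60, standard error 0.417, edgeR adjusted p = 2.12e-05) and F42A10.7 (log2 fold change -3.21, standard error 0.399, edgeR adjusted p = 4.19e-05).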

Interestingly, nearly all of the IPR genes described above are also induced following bortezomib treatment (Fig 6E), an overlap that is highly significant (representation factor (rf) = 10.8; p<2.68E-74; rf is the ratio of actual overlap to expected overlap where rf>1 indicates overrepresentation and rf<1 indicates underrepresentation; see Materials and Methods). 

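Of the 79 IPR genes tested, 72 were called higher with bortezomib, where 5.578 were expected (ratio 12.9, one-sided exact hypergeometric test, p = 1.41e-75), and 74 when adjusted over the list alone. Leaving out each library in turn gave between 70 and 74. The median log2 fold change of the 79 genes was 7.55 (7.28 with genes that had no read in a group at their bound). The 7 that were not called are his-11, his-15, his-44, clec-60, clec-86, C08E3.13 and Y69A2AR.25. The 3 histone genes share identical values in the count table, with a log2 fold change of -0.77 (adjusted p = 0.56, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In C08E3.13 and clec-60 the values were 6.62 (edgeR adjusted p = 0.0117) and 3.73 (edgeR adjusted p = 0.0216). The reporter gene pals-5 rose from 0.104 ± 0.113 to 50.1 ± 12.8 CPM (SD, n = 3), a log2 fold change of 8.70 (standard error 0.457, edgeR adjusted p = 3.17e-08). F26F2.1 rose by 9.44 on the log2 scale (edgeR adjusted p = 7.23e-09) and cul-6 by 3.77 (edgeR adjusted p = 3.35e-09). As a set, the IPR genes shifted upward in camera, which weighs all tested genes with a preset correlation of 0.01 (adjusted p = 7.18e-48), which also holds under fry, and with a correlation estimated from the data the adjusted p was 0.0367. From this overlap, the paper concludes that nearly all IPR genes also respond to blockade of the proteasome.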

Previous work has shown that genes induced by *N*. *parisii* do not include the proteasome subunits induced by proteasome blockade as part of the bounceback response [9]. The bounceback response is induced via the transcription factor SKN-1. Consistent with these results, here we find that the IPR genes induced by bortezomib are distinct from those regulated by the transcription factor SKN-1, as defined by a previous study [21]. 

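S5 Table lists 18 genes regulated both by pals-22/25 and by SKN-1, the transcription factor of the bounceback response. All 18 were tested, and 1 of them, hsp-17, is in the list of IPR genes. In pals-22 mutants 14 were called higher than in wild-type animals, with a median log2 fold change of 0.89 over the 18, and 8 were called higher than in double mutants, with a median of 0.75. When adjusted over the list alone the counts were 17 and 16, which is not independent evidence since the list was chosen on these libraries. The 8 genes were called in both comparisons, and their number was 4 without replicate 3 of the wild type and 5 without replicate 1 of the wild type or replicate 1 or 2 of the pals-22 mutants. With bortezomib compared with DMSO, 3 of the 18 were called higher and 3 lower. The gene hsp-17 (WBGene00002021, chromosome V from 8384799 to 8385929) was measured at 38.1 ± 9.14 CPM in pals-22 mutants, 8.03 ± 1.41 CPM in wild-type animals and 12.7 ± 2.44 CPM in double mutants (SD, n = 3 of each). Its log2 fold change was 2.24 against wild type (standard error 0.243, adjusted p = 2.03e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.59 against double mutants (standard error 0.232, edgeR adjusted p = 0.00039).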

The overlap between SKN-1 regulated genes and IPR genes includes only one gene (Fig 6E), a number expected by random chance (rf = 0.6; p<0.487).

As shown earlier, *pals-22* mutants have increased resistance to heat shock, and previous work indicated that there is overlap between genes induced by chronic heat stress and genes induced by *N*. *parisii* and virus infection [9]. However, the genes in common are distinct from the canonical chaperones, or Heat Shock Proteins (HSPs), which are induced by the heat shock transcription factor HSF-1. To learn more about the connection between heat shock response, HSF-1, and the IPR, we compared the IPR genes with those induced by HSF-1 as defined in a previous study [22]. Here we found no genes in common between our set of 80 IPR genes and the set of 365 genes upregulated by HSF-1 (rf = 0; p<0.073) (S5 Table). We also compared the 365 genes upregulated by HSF-1 with the 702 genes that are regulated by *pals-22/25* and found 16 genes in common (rf = 0.7; p<0.088) (S5 Table). These are approximately the numbers expected by random chance and indicate that *pals-22/25* regulate a distinct set of genes compared to those regulated by HSF-1.

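The paper's list of 16 genes shared with HSF-1 targets holds none of the 79 IPR genes tested here. Of the 16, 13 were called higher in pals-22 mutants than in wild-type animals and 10 higher than in double mutants, 9 of them in both comparisons. In each comparison 14 were called when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. Over the 16 genes the median log2 fold change was 0.79 against wild type and 0.77 against double mutants. The count of genes called against double mutants was 6 without replicate 1 of the pals-22 mutants and 5 without replicate 1 or replicate 3 of the double mutants, and without either of the latter the count called in both comparisons was also 5.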

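The paper describes the canonical heat shock proteins (hsp) as induced by HSF-1. Taken by symbol alone, 20 hsp genes were tested, and which of them HSF-1 regulates was not examined. Called higher in pals-22 mutants than in wild-type animals were hsp-17 and 3 others with smaller changes: hsp-3 (log2 fold change 0.49, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), hsp-25 (log2 fold change 0.86, edgeR adjusted p = 0.0061) and hsp-43 (log2 fold change 0.65, edgeR adjusted p = 0.00812). These were named after their values were seen. Over the 20 genes the median log2 fold change was -0.09, and under upper-quartile scaling -0.02. The count of 4 fell to 1 without replicate 1 of the wild type or replicate 2 of the pals-22 mutants, and to 2 without replicate 3 of the wild type. Of the 20 genes, only hsp-17 was called higher than in double mutants. With bortezomib compared with DMSO, 12 of the 20 were called higher and 1, hsp-3, lower.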

### *pals-22* and *pals-25* regulate expression of genes induced by other natural pathogens

Next, we used Gene Set Enrichment Analysis (GSEA) to broadly compare *pals-22/25*-regulated genes to genes regulated by other pathogens, stressors, and stress-related pathways. Here we found that *pals-22/25* does not significantly regulate expression of genes induced by the Gram-negative bacterial pathogen *P*. *aeruginosa* or the Gram-positive bacterial pathogens *Staphylococcus aureus* and *Enterococcus faecalis* as analyzed in previous studies (Fig 7). Notably, the strains used in these studies are clinical isolates. Furthermore, these pathogen species are not known to be natural pathogens of nematodes and are not found inside *C*. *elegans* intestinal cells before there is extensive tissue damage in the host [23]. (Refer to S7 Table for additional comparisons among genes regulated by *pals-22/25*, bortezomib treatment, and other pathogens and stress pathways.)

**Fig 7:**
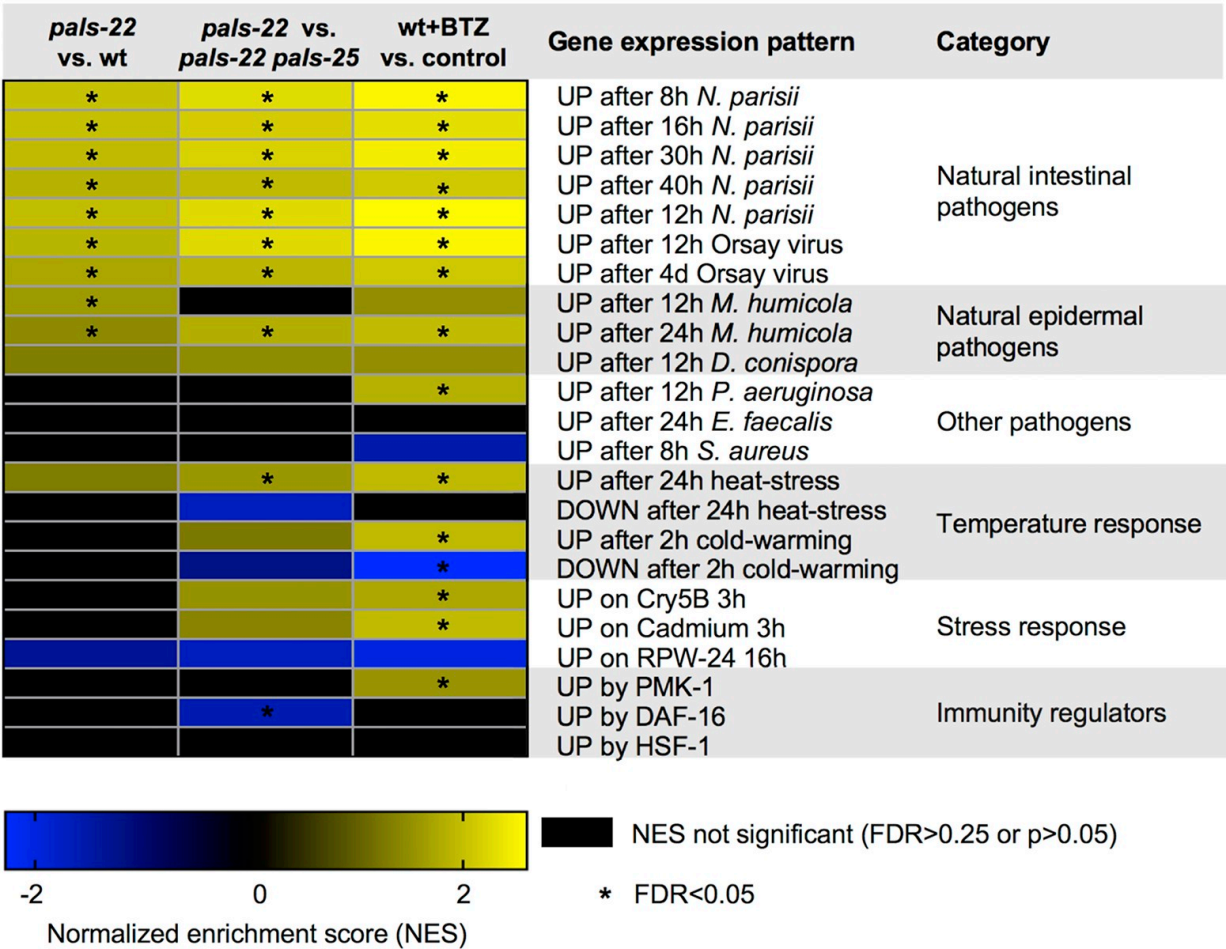
Functional enrichment analysis of genes transcriptionally regulated by the *pals-22/25* gene pair. Correlation of genes transcriptionally regulated by the *pals-22/25* gene pair and genes differentially expressed due to bortezomib treatment with genes that are up- or downregulated in response to infection by pathogens or other environmental stresses. Analysis was performed using the GSEA 3.0 software package (see Materials and Methods) and correlation is quantified as a Normalized Enrichment Score (NES). A positive NES (yellow) indicates correlation with upregulated genes in the denoted comparison while a negative NES (blue) indicates correlation with downregulated genes. Black cells indicate no significant correlation was detected, a FDR>0.25, or p>0.05). *FDR<0.05. For more detailed results, see S7 Table. For details on the gene sets used see S6 Table.

Because *pals-22* and *pals-25* regulate expression of a majority of the genes induced by natural intestinal pathogens like *N*. *parisii* and the Orsay virus, we investigated whether they regulate the transcriptional response to natural pathogens that infect other tissues. 

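A list of 31 tested genes induced by the Orsay virus, a natural RNA virus of the intestine, was taken from the paper's supplement. In pals-22 mutants compared with wild-type animals, 22 were called higher and 1 lower. The lower gene was mes-4 (log2 fold change -0.29, adjusted p = 0.00972, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was named after its value was seen. Compared with double mutants, 21 were called higher by edgeR, 14 by limma voom and 24 by DESeq2, with 0 lower by each and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, the higher genes numbered 22 and 24 in the 2 comparisons. The median log2 fold changes were 5.38 and 5.34 (5.32 with genes that had no read in a group at their bound). As sets, the Orsay virus list shifted upward in pals-22 mutants in both comparisons (camera, adjusted p = 4.28e-08 against wild type and 7.79e-17 against double mutants), as did the N. parisii list (adjusted p = 6.63e-24 and 1.24e-46). A list was called as a set at an adjusted p below 0.05. All 4 calls hold under fry, a rotation test that needs no preset correlation. With an estimated correlation only the N. parisii list against double mutants is called (adjusted p = 0.0367), and the other 3 reach 0.211, 0.0774 and 0.0958 in the order Orsay virus against wild type, Orsay virus against double mutants and N. parisii against wild type.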

The fungal pathogen *Drechmeria coniospora* infects and penetrates the epidermis of nematodes, triggering a GPCR signaling pathway that upregulates expression of neuropeptide-like (*nlp*) genes including *nlp-29* to promote defense [19]. 

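Drechmeria coniospora is a fungus that infects through the epidermis. S5 Table lists 72 genes induced by it that the paper counts as regulated by pals-22/25, and 71 were tested. In pals-22 mutants, 68 were called higher than in wild-type animals and 57 higher than in double mutants, with 56 in both comparisons. Leaving out each library in turn gave between 44 and 56 in both. Adjusted over the list alone, 70 were called in each, which is not independent evidence since the list was chosen on these libraries. Their median log2 fold change was 5.22 against wild type (4.94 with genes that had no read in a group at their bound) and 3.99 against double mutants. Of the listed genes, 24 are also IPR genes.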

Our transcriptome analysis shows that *pals-22/25* regulates a number of genes in common with *Drechmeria* infection (rf = 0.8; p<0.009), though this number is approximately what is expected by chance (S5 Table). Notably, these genes do not include the well-characterized neuropeptide *nlp* defense genes, although they do include many of the *pals* genes. 

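The list shared with D. coniospora holds 12 pals genes, and all 12 were called higher in pals-22 mutants in both comparisons. It holds 0 nlp genes and 0 genes of the related cnc family. Of 24 nlp genes tested, nlp-40 (log2 fold change 0.50, adjusted p = 0.00342, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and nlp-33 (log2 fold change 1.11, edgeR adjusted p = 0.00343) were called higher in pals-22 mutants than in wild-type animals, and these were named after their values were seen. The count was 0 without replicate 1 or 3 of the wild type or without replicate 2 of the pals-22 mutants, and DESeq2 called 4. The 2 cnc genes tested were not called by edgeR, limma voom or DESeq2, with 0 at an unadjusted p under 0.05. The defense gene nlp-29 (WBGene00003767, chromosome V from 3984425 to 3984847) was measured at 1.24 ± 0.883 CPM in pals-22 mutants and 0.41 ± 0.0519 CPM in wild-type animals (SD, n = 3), a log2 fold change of 1.57 that was not called (standard error 0.823, edgeR adjusted p = 0.126). The pals-22 libraries had 0.729, 2.26 and 0.725 CPM, and without replicate 2 of them the log2 fold change was 0.80.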

A more recently described natural pathogen of *C*. *elegans* is *Myzocytiopsis humicola*, which is an oomycete that also infects through the epidermis and causes a lethal infection [24]. Here, *pals-22/25* regulate a significant number of genes in common (rf = 4.4; p<5.68E-11) with those induced by *M*. *humicola* 24h post infection, including the chitinase-like ‘*chil’* genes that promote defense against this pathogen (S5 Table). 

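Of the 26 names that S5 Table lists as shared with the response to M. humicola at 24 h, 25 were tested. In pals-22 mutants all 25 were called higher than in wild-type animals and 23 higher than in double mutants. Adjusted over the list alone the counts were 25 and 23, which is not independent evidence since the list was chosen on these libraries. The median log2 fold change was 6.09 against wild type and 6.02 against double mutants (6.00 and 5.88 with genes that had no read in a group at their bound). The listed gene named chil is chil-27. Of the 7 names listed at 12 h, 6 were tested and all 6 were higher in both comparisons.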

Interestingly, these *chil* genes, like the *pals* genes, are species-specific [8, 24].

We next used OrthoList 2 [25] to determine which genes identified from our RNA-seq analyses have predicted human orthologs. Of the 702 genes regulated by *pals-22/25*, 279 genes (39.7%) have predicted human orthologs (S8 Table), which is somewhat fewer genes than expected by chance (rf = 0.7; p<9.15e-20). In contrast, of the 368 genes induced in *hsf-1* mutants, 190 (51.6%) have predicted human orthologs, which is approximately what is expected by chance (rf = 0.9; p<0.04). Therefore, more of the genes regulated by the conserved transcription factor *hsf-1* have human orthologs compared to genes regulated by the *C*. *elegans*-specific *pals-22/25* gene pair. Furthermore, when we restrict our analysis to just the 80 IPR genes, only 14 (17.5%) have predicted human orthologs, which is far fewer than expected by chance (rf = 0.3; p<9.82e-13), indicating that the transcriptional response to natural infection is significantly enriched for genes that are not well-conserved.

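The paper's S8 Table marks the genes with a human ortholog. Of its 702 regulated genes, 401 were called here in both comparisons of pals-22 mutants, and 131 of these (32.7%) have an ortholog.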

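Among the 309 tested genes that are higher in hsf-1 mutants, 183 (59.2%) have a human ortholog. The odds of having an ortholog for the regulated genes called in both pals-22 comparisons are 0.335 of the odds for these genes (Fisher's exact test, two-sided, p = 1.78e-12). The 2 sets share 30 genes. Without these, 124 of 371 regulated genes and 176 of 279 genes higher in hsf-1 mutants have an ortholog, an odds ratio of 0.294 (Fisher's exact test, two-sided, p = 5.56e-14).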

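Of the IPR genes called here in both comparisons, 14 of 77 (18.2%) have a human ortholog, compared with 117 of the 324 other regulated genes called in both (36.1%). The odds ratio is 0.394 (Fisher's exact test, two-sided, p = 0.00275). These ortholog tests count members of the same gene family, such as the pals genes, as independent, so their p-values can be too small.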

### *pals-22/25* control expression of epidermal defense genes induced by oomycetes

As described above, the RNA-seq analysis of genes regulated by *pals-22/25* indicated that this gene pair controls expression of genes induced by diverse natural pathogens of *C*. *elegans*. Indeed, in a forward genetic screen for *C*. *elegans* genes that regulate expression of the *M*. *humicola*-induced *chil-27p*::*GFP* reporter, we isolated independent loss-of-function alleles of *pals-22* (Fig 8A). These mutant alleles cause constitutive expression of *chil-27p*::*GFP* in the epidermis in the absence of infection (Fig 8B). RNAi against *pals-22* also led to constitutive GFP expression (S5 Fig) in a manner that is indistinguishable from that observed upon infection with *M*. *humicola*. These results indicate that *pals-22* acts as a negative regulator of *chil-27* expression in the epidermis.

**Fig 8:**
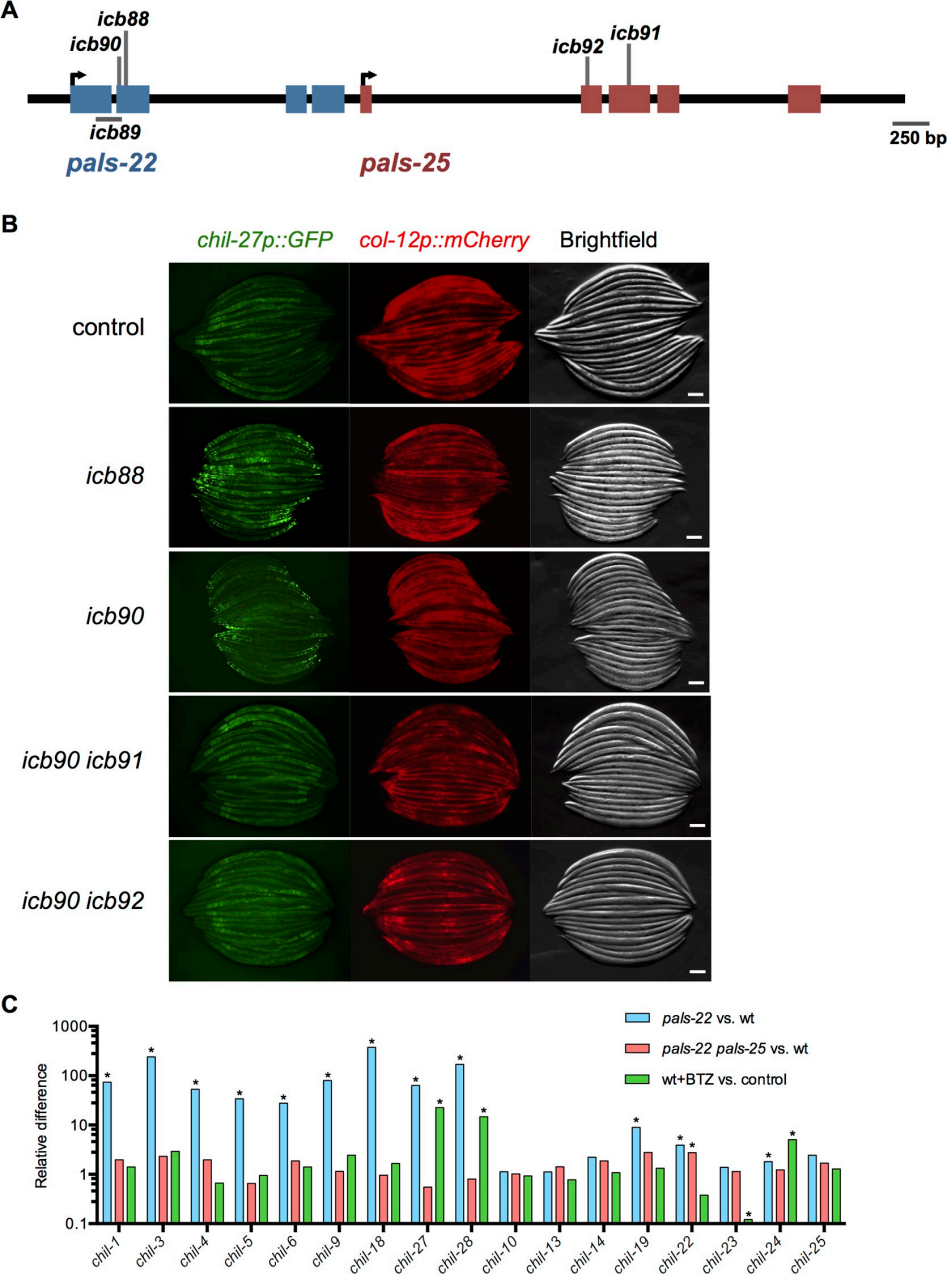
*pals-22* and *pals-25* regulate expression of *chil-27* in the epidermis. (A) *pals-22* and *pals-25* gene coding structure (UTRs not shown), with blue exons for *pals-22* and red exons for *pals-25*. See S1 Table for residues altered. (B) Expression of *chil-27p*::*GFP* is regulated by *pals-22* and *pals-25*. Shown are control, *pals-22(icb88)*, *pals-22(icb90)*, *pals-22(icb90) pals-25(icb91)*, and *pals-22(icb90) pals-25(icb92)* animals. The *col-12p*::*mCherry* transgene is constitutively expressed in the epidermis of the early adult. Scale bar, 100 μm. (C) Relative levels of *chil* gene expression. *pals-22/25* regulate *chil* genes that are induced upon infection by oomycete. *FDR<0.01 as calculated by edgeR and limma (see Materials and Methods) indicates the gene is considered to be differentially expressed.

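Of the 11 chil genes listed as induced by oomycete infection, 9 were tested. All 9 were called higher in pals-22 mutants than in wild-type animals, with a median log2 fold change of 6.40, and all 9 higher than in double mutants, with a median of 6.38 (5.88 with genes that had no read in a group at their bound). The same 9 and 9 were counted when adjusted over the list alone. Between double mutants and wild type, edgeR, limma voom and DESeq2 each called 0 of the 9, and 0 had an unadjusted p under 0.05. With bortezomib compared with DMSO, 2 of the 9 were called higher, chil-27 and F15A4.8. As a set the 9 genes shifted upward in pals-22 mutants (camera, adjusted p = 3.76e-10 against wild type and 1.28e-18 against double mutants), which also holds under fry, and with an estimated correlation these values were 0.00513 and 0.000708. Of the 16 tested genes with a chil symbol, which leave out the listed F15A4.8, 11 were higher in pals-22 mutants than in wild type and 8 higher than in double mutants.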

We then used a *pals-22; chil-27p*::*GFP* strain for a suppressor screen, analogous to the one described earlier for suppressors of GFP expression in *pals-22; pals-5p*::*GFP* (Fig 1). Interestingly, in this new screen we isolated two new alleles of *pals-25* which fully suppress the constitutive expression of *chil-27p*::*GFP* seen in *pals-22* mutants (Fig 8A and 8B), indicating that wild-type *pals-25* acts as a positive regulator of *chil-27* expression. These observations are consistent with our RNA-seq differential gene expression analysis, which determined that *chil-27* is induced in a *pals-22* mutant background and that *pals-25* is required for this induction (Fig 8C). Therefore, *pals-22/25* act as a switch not only for genes induced in the intestine by natural intestinal pathogens, but also for genes induced in the epidermis by natural epidermal pathogens of *C*. *elegans*.

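In the RNA-seq libraries, chil-27 (WBGene00011848, chromosome II from 9477867 to 9479696) had 53 to 83 counts in pals-22 mutants and 0 to 2 counts in wild-type animals, which are 4.40 ± 1.03 and 0.0489 ± 0.0847 CPM (SD, n = 3 of each). The log2 fold change was 6.18 (standard error 0.629, adjusted p = 8.99e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 5.61 and 6.32 with each library but wild-type replicate 2 left out in turn. Without that library the wild type had no read of the gene. The gene had no read in double mutants, so it was at least 59-fold higher in pals-22 mutants than in double mutants (edgeR adjusted p = 6.59e-05). A difference between double mutants and wild type was not detectable at this depth (edgeR adjusted p = 0.216).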

## Discussion

In many organisms, there is a balance between growth and pathogen resistance. In particular, many studies in plants have indicated that genetic immunity to disease comes at a cost to the yield of crops [26]. Here we define a program in *C*. *elegans* that controls a balance between organismal growth with resistance to natural pathogens, which is regulated by the *pals-22/25* species-specific gene pair. These genes act as a switch between a 'defense program' of enhanced resistance against diverse natural pathogens like microsporidia and virus, improved tolerance of proteotoxic stress and increased defense against exogenous RNA [8], and a 'growth program' of normal development and lifespan (Fig 9). We call this physiological defense program the "IPR" and it appears to be distinct from other canonical stress response pathways in *C*. *elegans*, including the p38 MAP kinase pathway, the insulin-signaling pathway, and the heat shock response, among others [6]. Our previous analyses indicated that ubiquitin ligases may play a role in executing the IPR program, as the cullin/CUL-6 ubiquitin ligase subunit is required for the enhanced proteostasis capacity of *pals-22* mutants [6].

**Fig 9:**
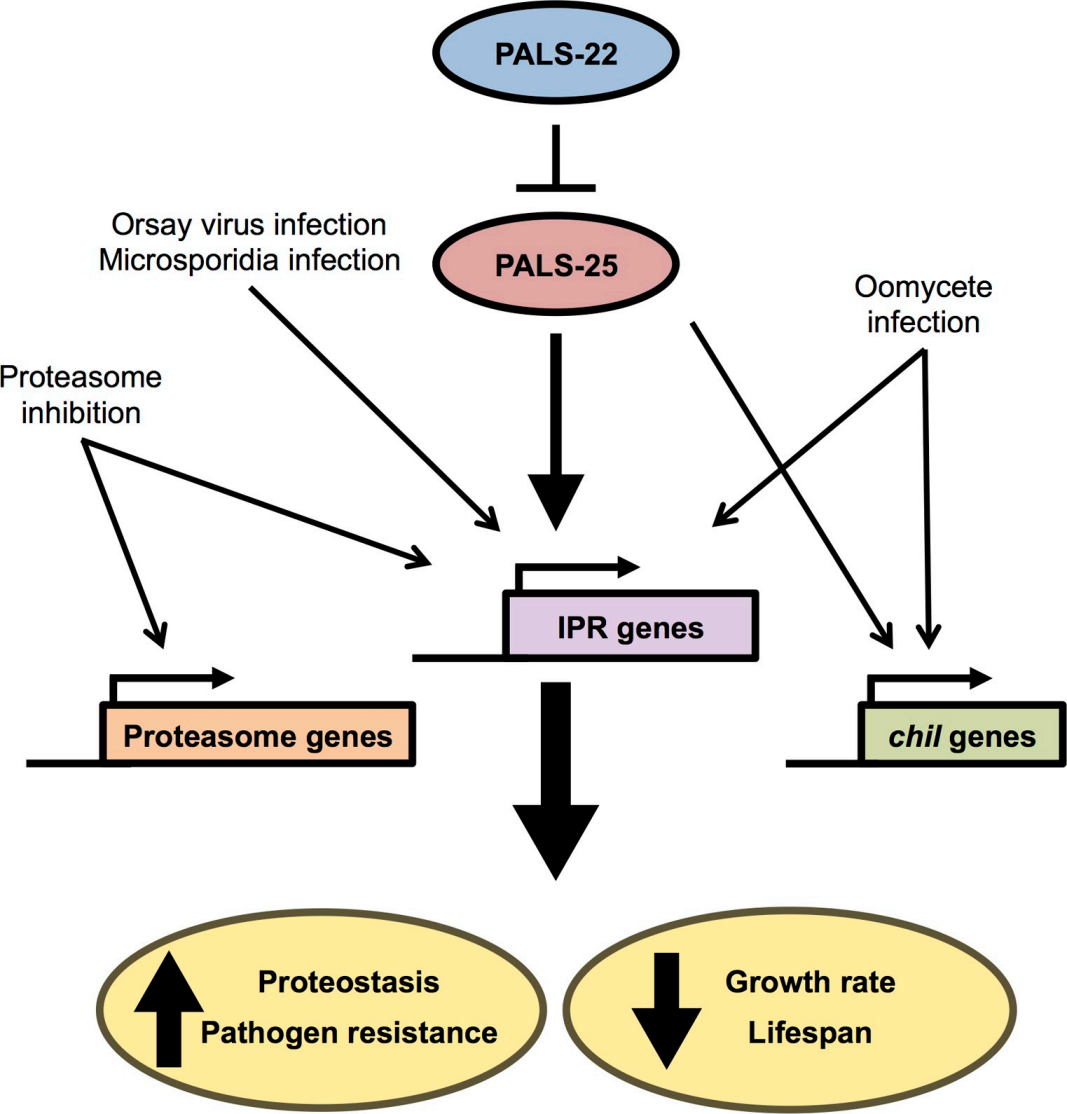
Model for *pals-22/pals-25* regulation of response to natural pathogens of *C*. *elegans*.

Our analysis indicates that *pals-22* is genetically upstream of *pals-25*: *pals-25* mutations have effects if *pals-22* is mutated, but there is not an obvious effect of *pals-25* mutations in a wild-type background. Interestingly, the *pals-22* gene is also upstream of the *pals-25* gene in an operon and the two genes are transcribed together. Whether the operon structure of *pals-22/25* contributes to their genetic interactions is unknown, but neither appeared to have a substantial effect on mRNA expression of the other. Therefore, we favor a model whereby the epistatic interaction between these two genes is due to an interaction between their protein products, rather than because one gene affects the transcription of the other. Interestingly, *pals-22/25* are part of a species-specific expansion of the *pals* gene family in *C*. *elegans*, and their genomic location is near F-box-containing genes that are among the most rapidly diversifying genes in the *C*. *elegans* genome. It has been proposed that these genes, as well as other species-specific gene family expansions, are involved in immune defense in *C*. *elegans* [27–30].

*pals-22* mutants are highly resistant to the microsporidian pathogen *N*. *parisii*, which is the most common parasite found in wild-caught *C*. *elegans* [18, 31]. Little is known about innate immune pathways that provide defense against *N*. *parisii*. Canonical immune pathways in *C*. *elegans* like the p38 MAP kinase pathway provide defense against most pathogens tested in *C*. *elegans* but do not provide defense against *N*. *parisii* [12]. The mechanism by which *pals-22/25* regulate resistance to *N*. *parisii* is not clear. Our RNA-seq analysis demonstrates that *pals-22/25* affect expression of hundreds of genes in the genome. In particular, most of the genes induced by the natural intracellular pathogens Orsay virus and *N*. *parisii* are controlled by *pals-22* and *pals-25*, although the function of these IPR genes in defense is unknown. Interestingly, we found that *pals-22/25* regulate expression of genes induced not only by natural intestinal pathogens but also of genes induced by natural epidermal pathogens, such as the oomycete species *M*. *humicola*. *M*. *humicola* induces expression of *chil-*gene family, and genetic analysis shows these genes promote defense against *M*. *humicola* [24]. Notably, we identified *pals-22/25* in independent forward genetic screens for regulators of *chil-27* and found that they regulate expression of this defense gene in the epidermis. Thus, *pals-22/25* regulate expression of genes induced by diverse natural pathogens.

While *pals-25* is required to activate IPR gene expression in a *pals-22* mutant background, it is not required for activation of IPR gene expression in response to *N*. *parisii* infection or proteasomal stress. Therefore, *pals-22/25* may not mediate detection of these triggers, although they might mediate detection and be redundant with other factors. Intriguingly, the *pals-22/25* gene pair share evolutionary and phenotypic features with plant R gene pairs, which serve as sensors for virulence factors delivered into host cells by co-evolved plant pathogens. For example, the *Arabidopsis thaliana* gene pair RRS1 and RPS4 are species-specific, share the same promoter, and direct opposite outcomes, with RRS1 inhibiting and RPS4 promoting 'effector-triggered immunity' against natural pathogens [32, 33]. Similarly, *pals-22* and *pals-25* are species-specific, appear to be in an operon together, and direct opposite physiological outcomes including defense against natural pathogens. RRS1 and RPS4 proteins directly bind to each other, and RRS1 normally inhibit RPS4 function until detection of bacterial virulence factors, at which point RRS1 inhibition is relieved and RPS4 is free to promote pathogen defense, although the steps downstream of RRS1/RPS4 are poorly understood. Although the *pals* genes do not share sequence similarity with the R genes, in this analogy PALS-22 would inhibit PALS-25 and serve as the 'tripwire' to detect virulence factors from natural pathogens and free PALS-25 to promote the IPR defense program. While this model is attractive, it is purely speculative as we currently have no direct evidence that PALS-22 detects virulence factors. Identification of such hypothetical virulence factors would be the focus of future studies.

The molecular events by which *C*. *elegans* detects infection are poorly understood, although nematodes do appear to use a form of effector-triggered immunity or ‘surveillance immunity’. Studies with several distinct pathogens have indicated that *C*. *elegans* induces defense gene expression in response to perturbation of core processes like translation and the ubiquitin-proteasome system [34]. For example, studies with *P*. *aeruginosa* demonstrated that *C*. *elegans* detects the presence of the translation-blocking Exotoxin A through its effects on host translation, not through detection of the shape of the toxin [35, 36]. In addition to this mode of detection, *C*. *elegans* may also detect specific molecular signatures like canonical Pathogen-Associated Molecular Patterns (PAMPs). In all likelihood, several types of pathogen detection are used by *C*. *elegans*. Surprisingly however, there have been no direct PAMP ligand/receptor interactions demonstrated for pattern recognition receptors (PRR) in the worm, although there has been a Damage-Associated Molecular Pattern (DAMP)/G-protein-coupled receptor interaction demonstrated to be critical for response to *Drechmeria* infection [37]. Indeed, *C*. *elegans* lacks many PRR signaling pathways that are well described in flies and mammals. For example, the *C*. *elegans* single Toll-like receptor *tol-1* does not act canonically and worms appear to have lost its downstream transcription factor NFkB, which is critical for innate immunity in flies and mammals [38]. Perhaps conservation of immune genes is only reserved for defense against rare, ‘non-natural’ pathogens, because genes that are important for immunity are subject to attack and inhibition by microbes [39]. Thus, immune genes that provide defense against natural pathogens from the recent evolutionary past will not be broadly conserved but rather will be species-specific, like rapidly evolving R genes in plants. While R genes have been shown to encode proteins that detect virulence factors secreted into host cells by co-evolved plant pathogens, the mechanism by which they activate downstream immune signaling is unclear. We propose that the IPR physiological program regulated by the *pals-22/25* antagonistic paralogs in *C*. *elegans* could be analogous to effector-triggered immunity regulated by opposing R gene pairs like RRS1/RPS4 used in plants for resistance against co-evolved pathogens.

Interestingly, an example of vertebrate-specific antagonistic paralogs has recently been described to play a role in regulating nonsense-mediated RNA decay (NMD) [40]. These studies provide a potential explanation to the long-standing question of how gene duplications are retained, when they are presumably redundant immediately following gene duplication. Specifically, this model predicts that gene duplication events can be rapidly retained if the proteins made from these genes are involved in protein-protein interactions. With just one non-synonymous nucleotide change that switches a wild-type copy to become dominant negative within a multimeric signaling complex, a gene duplication event can be selected for and retained in the heterozygote state–i.e. in one generation. Perhaps in this way, new genes can be born and survive, when gene pairs can evolve to direct opposing functions like the Upf3a/3b paralogs in NMD, and the RRS1/RPS4 and *pals-22/25* paralogs in immunity/growth.

## Methods

### Strains

*C*. *elegans* were maintained at 20°C on Nematode Growth Media (NGM) plates seeded with Streptomycin-resistant *E*. *coli* OP50-1 bacteria according to standard methods [41]. We used N2 wild-type animals. Mutant or transgenic strains were backcrossed at least three times. See S1 Table for a list of all strains used in this study.

### EMS screens and cloning of alleles

*pals-22* mutant worms (either the *jy1* or *jy3* allele) carrying the *jyIs8[pals-5p*::*GFP*, *myo-2p*::*mCherry]* transgene were mutagenized with ethyl methane sulfonate (EMS) (Sigma) using standard procedures as described [42]. L4 stage P0 worms were incubated in 47 mM EMS for 4 hours at 20°C. Worms were screened in the F2 generation for decreased expression of GFP using the COPAS Biosort machine (Union Biometrica). Complementation tests were carried out by generating worms heterozygous for two mutant alleles and scoring *pals-5p*::*GFP* fluorescence. For whole-genome sequencing analysis of mutants, genomic DNA was prepared using a Puregene Core kit (Qiagen) and 20X sequencing coverage was obtained. We identified only one gene (*pals-25*) on LGIII containing variants predicted to alter function in both mutants sequenced (*jy9* and *jy100*). Additional *pals-25* alleles were identified by Sanger sequencing. Screens carried out in the strains with the *icbIs4[chil-27p*::*GFP*, *col-12p*::*mCherry]* transgene were performed in a similar manner except that we used 24 mM EMS to recover the *pals-22* alleles (*icb88*, *icb90*) and 17 mM EMS for the *pals-22(icb90)* suppressor screen and that in both cases we selected F2 animals manually using a Zeiss Axio ZoomV16 dissecting scope. The two *pals-22* alleles (*icb88*, *icb90*) were identified by whole genome sequencing of GFP positive F2 recombinants after crossing to the polymorphic isolate CB4856 as previously described [43] whereas the two *pals-25* alleles were found by direct sequencing of the mutant strains. The *pals-22(icb89)* allele was identified by Sanger sequencing. See S1 Table for a list of all mutations identified.

### CRISPR-Cas9 deletion of *pals-22/25* and *pals-25* genes

The co-conversion strategy [44] was used to generate *pals-22/25* and *pals-25* deletion mutants with *dpy-10* as the selection marker. CRISPR RNAs (crRNAs) were designed to target the *pals-22* upstream region (CCGCTAGTTTTCAGACCTCT), the *pals-25* upstream region (AACCCTGTAAAGCTACAGTA), and the *pals-25* downstream region (GCCCTTGTATGCTGATCCTC). These crRNAs were synthesized (IDT), annealed with tracrRNA (IDT), mixed with purified Cas9 protein (QB3 MacroLab), and then injected into gonads of N2 worms. Dumpy or roller F1 animals were selected and then genotyped for deletions in the *pals-22/25* or *pals-25* region. The *jy79*, *jy80*, *jy81*, and *jy82* mutants were backcrossed to N2 three times before characterization.

### RNA interference

RNA interference was performed using the feeding method. Overnight cultures of RNAi clones in the HT115 bacterial strain were seeded onto NGM plates supplemented with 5mM IPTG and 1mM carbenicillin and incubated at 25°C for 1 day. Eggs from bleached parents or synchronized L1 stage animals were fed RNAi until the L4 stage at 20°C. For all RNAi experiments an *unc-22* clone leading to twitching animals was used as a positive control to test the efficacy of the RNAi plates. The *pals-22* RNAi clone (from the Ahringer RNAi library) was verified by sequencing and was effective in inducing *pals-5p*::*GFP* expression. The *pals-25* RNAi clone was made with PCR and includes 1079 base pairs spanning the second, third, and fourth exons of *pals-25*. This sequence was amplified from N2 genomic DNA, cloned into the L4440 RNAi vector, and then transformed into HT115 bacteria for feeding RNAi experiments.

### Quantitative RT-PCR

Endogenous mRNA expression changes were measured with qRT-PCR as previously described [6]. Synchronized L1 worms were grown on NGM plates at 20°C to the L4 stage and then collected in TriReagent (Molecular Research Center, Inc.) for RNA extraction. For *N*. *parisii* infection, 7 x 10^6^ spores were added to plates with L4 stage worms and then incubated at 25°C for 4 hours before RNA isolation. Bortezomib (or an equivalent amount of DMSO) was added to L4 stage worms for a final concentration of 20 μM; plates were then incubated at 20°C for 4 hours before RNA isolation. At least two independent biological replicates were measured for each condition, and each biological replicate was measured in duplicate and normalized to the *snb-1* control gene, which did not change upon conditions tested. The Pffafl method was used for quantifying data [45].

### Heat shock assay

Worms were grown on standard NGM plates until the L4 stage at 20°C and then shifted to 37°C for two hours. Following heat shock, plates were laid in a single layer on the bench top for 30 minutes to recover, and then moved to a 20°C incubator overnight (dx.doi.org/10.17504/protocols.io.v6re9d6). Worms were scored in a blinded manner for survival 24 hours after heat shock; animals not pumping or responding to touch were scored as dead. Three plates were assayed for each strain in each replicate, with at least 30 worms per plate, and three independent assays were performed.

### GFP fluorescence measurement

Synchronized L1 stage animals were grown at 20°C to the L4 stage. The COPAS Biosort machine (Union Biometrica) was used to measure the time of flight (as a measure of length) and fluorescence of individual worms. At least 100 worms were measured for each strain, and all experiments were performed in biological triplicate.

### Lifespan

L4 stage worms were transferred to 6 cm NGM plates seeded with OP50-1 bacteria and incubated at 25°C. Worms were scored every day, and animals that did not respond to touch were scored as dead. Animals that died from internal hatching or crawled off the plate were censored. Worms were transferred to new plates every day throughout the reproductive period. Three plates were assayed for each strain in each replicate, with 40 worms per plate.

### Microscopy

Worms were anesthetized with 10 μM levamisole in M9 buffer and mounted on 2% agarose pads for imaging. Images in S1B and S1C Fig were captured with a Zeiss LSM700 confocal microscope. All other *C*. *elegans* images were captured with a Zeiss AxioImager M1 or Axio Zoom V16.

### *N*. *parisii* and Orsay virus infection assays

*N*. *parisii* spores were prepared as previously described [46], and Orsay virions were prepared as described previously [9]. For pathogen load analysis (dx.doi.org/10.17504/protocols.io.waiface), synchronized L1 worms were plated with a mixture of OP50 bacteria and 5 x 10^5^ *N*. *parisii* spores or a 1:20 dilution of Orsay virus filtrate, and then incubated at 25°C for either 30 hours (*N*. *parisii*) or 18 hours (Orsay virus) before fixing with paraformaldehyde. Fixed worms were stained with individual FISH probes conjugated to the red Cal Fluor 610 dye (Biosearch Technologies) targeting either *N*. *parisii* ribosomal RNA or Orsay virus RNA. *N*. *parisii* pathogen load was measured with the COPAS Biosort machine (Union Biometrica). Orsay virus infection was assayed visually using the 10x objective on a Zeiss AxioImager M1 microscope. In feeding measurement assays (dx.doi.org/10.17504/protocols.io.v6ne9de), plates were set up as for pathogen infection with the addition of fluorescent beads (Fluoresbrite Polychromatic Red Microspheres, Polysciences Inc.). Worms were fixed in paraformaldehyde after 30 minutes and red fluorescence signal was measured with the COPAS Biosort machine (Union Biometrica).

### *P*. *aeruginosa* pathogen load

Overnight cultures of a *P*. *aeruginosa* PA14-dsRed strain [47] were seeded onto SK plates with 50 μg/ml ampicillin, and then incubated at 37°C for 24 hours followed by 25°C for 24 hours. Worms at the L4 stage were washed onto the PA14-dsRed plates, incubated at 25°C for 16 hours, and then assayed with a COPAS Biosort machine (Union Biometrica) for the amount of red fluorescence inside each animal.

### RNA-seq sample preparation

Synchronized L1 stage worms were grown on 10 cm NGM plates seeded with OP50-1 *E*. *coli* at 20°C until worms had reached the L4 stage. N2, *pals-22(jy3)*, and *pals-22(jy3) pals-25(jy9)* strains were then shifted to 25°C for 4 hours before harvesting for RNA extraction. Bortezomib (or an equivalent amount of DMSO) was added to plates with L4 stage N2 worms for a final concentation of 20 μM; plates were then incubated at 20°C for 4 hours before RNA isolation. RNA was isolated with TriReagent purification, followed by RNeasy column cleanup (Qiagen), as described [48]. RNA quality was assessed by Tapestation analysis at the Institute for Genomic Medicine (IGM) at UC San Diego. Paired-end sequencing libraries were then constructed with the TruSeq Stranded mRNA method (Illumina), followed by sequencing on HiSeq4000 machine (Illumina). RNA-seq reads were uploaded to the NCBI GEO database with Accession number GSE118400.

### RNA-seq analysis

Sequencing reads were aligned to WormBase release WS235 using Bowtie 2 [49], and transcript abundance was estimated using RSEM [50]. Differential expression analysis was performed in RStudio (v1.1.453) [51] using R (v3.50) [52] and Bioconductor (v3.7) [53] packages. As outlined in the RNAseq123 vignette [54], data was imported, filtered and normalized using edgeR [55], and linear modeling and differential expression analysis was performed using limma [56]. An FDR [57] cutoff of <0.01 was used to define differentially expressed genes; no fold-change criteria was used. Lists of upregulated genes used for comparisons were exported and further sanitized to remove dead genes and update WBGeneIDs to WormBase release WS263. Pseudogenes were annotated using a list obtained from WormBase release WS262.

### Functional enrichments analyses

Functional analysis was performed using Gene Set Enrichment Analysis (GSEA) v3.0 software [58, 59]. Normalized RNA-seq expression data were converted into a GSEA-compatible filetype and ranked using the signal-to-noise metric with 1,000 permutations. Gene sets from other studies were converted to WBGeneIDs according to WormBase release WS263. Independent analyses were performed for each of three comparisons: untreated *pals-22(jy3)* versus untreated N2 animals; untreated *pals-22(jy3)* versus untreated *pals-22(jy3) pals-25(jy9)* animals; bortezomib treated N2 versus DMSO vehicle control treated N2. Results were graphed based on their NES-value using GraphPad Prism 7 (GraphPad Software, La Jolla, CA).

Gene sets comparison lists were generated using WormMine and formatted in Excel. Representation factors and significance of overlaps were calculated using a hypergeometric test implemented at (nemates.org). For “total number of genes” input we use the most conservative number 11,387, which corresponds to the size of our RNA-seq dataset following the filtering of low-count and undetected genes.

### Reciprocal BLAST search for *pals-22/25* in *C*. *inopinata*

Amino acid sequences for PALS-22 and PALS-25 were searched against the *C*. *inopinata* (*C*. sp34 NK74SC) proteome using BLASTP with default settings (E-value<1.0E-10) (http://blast.caenorhabditis.org). PALS-22 returns no hit using default settings while PALS-25 returns a single hit, CSP34.Sp34_50171800.t1. When this is searched against *C*. *elegans* with BLASTP it returns PALS-39 as the top hit, while PALS-25 is the seventh hit. When *C*. *elegans* PALS-39 is searched against *C*. *inopinata*, CSP34.Sp34_50171800.t1 is returned as the top hit. Therefore, this protein appears to be a PALS-39 ortholog.

## Supporting information

S1 Fig *pals-25* RNAi suppresses increased *pals-5p::GFP* expression in *pals-22* mutants and PALS-25::GFP is expressed broadly. (A) Wild-type or *pals-22* mutant animals carrying the *pals-5p*::*GFP* transgene, treated with either L4440 RNAi control or *pals-25* RNAi. Green is *pals-5p*::*GFP*, red is *myo-2p*::*mCherry* expression in the pharynx as a marker for presence of the transgene. Images are overlays of green, red, and Nomarski channels and were taken with the same camera exposure for all. Scale bar, 100 μm. (B,C) Confocal fluorescence images of adult animals carrying a fosmid transgene expressing PALS-25::GFP from the endogenous promoter. Animals were treated with either (B) L4440 RNAi control or (C) *pals-22* RNAi. Scale bar, 50 μm.
(TIF) Click here for additional data file.

S2 Fig *pals-25* mutation suppresses the lifespan and thermotolerance phenotypes of *pals-22* mutants. (A,B) Lifespan of wild type, *pals-22(jy3)*, and *pals-22(jy3) pals-25(jy9)* animals. Assays were performed with 40 animals per plate, and three plates per strain per experiment. p-value for *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* is <0.0001 using the Log-rank test. (C,D) Survival of animals after 2 hour heat shock treatment at 37°C followed by 24 hours at 20°C. Strains were tested in triplicate, with at least 30 animals per plate. Mean fraction alive indicates the average survival among the triplicates, errors bars are SD. ** p < 0.01, * p < 0.05.
(TIF) Click here for additional data file.

S3 Fig Mutation of *pals-22* or *pals-25* does not affect feeding rates of animals in pathogen infection assays. (A-C) Quantification of fluorescent bead accumulation in wild-type, *pals-22*, *pals-22 pals-25*, *pals-25*, and *eat-2* mutant animals. Beads were mixed with OP50-1 bacteria and either (A, C) *N*. *parisii* spores or (B) Orsay virus and fed to worms as in infection assays. Worms were fixed in paraformaldehyde after 30 minutes of feeding, and fluorescence of accumulated beads in each animal was measured using a COPAS Biosort machine to measure the mean red signal and length of individual animals, indicated by red dots. Mean signal of the population is indicated by black bars, with error bars as SD. Graph is a compilation of three independent replicates, with at least 100 animals analyzed in each replicate. Statistical analysis was performed using one-way ANOVA. *** p < 0.001, ns, not significant.
(TIFF) Click here for additional data file.

S4 Fig qRT-PCR analysis of *pals-22* and *pals-25* mRNA expression in *pals-25(jy81)* mutants and wild-type animals. qRT-PCR measurement of *pals-22* and *pals-25* gene expression, shown as the fold change relative to wild-type. Results shown are the average of three independent biological replicates and error bars are SD. ns, not significant with Student’s t-test.
(TIFF) Click here for additional data file.

S5 Fig Induction of *chil-27p::GFP* expression seen after *pals-22* RNAi treatment. Animals treated with either L4440 RNAi control, *pals-22* RNAi, or exposed to *M*. *humicola*. The *col-12p*::*mCherry* transgene is constitutively expressed in the epidermis at the early adult stage. Scale bar, 100 μm.
(TIF) Click here for additional data file.

S1 Table Lists of strains and mutations. (XLSX) Click here for additional data file.

S2 Table RNA-seq statistics. (XLSX) Click here for additional data file.

S3 Table FPKM values for all genes in data set. (XLSX) Click here for additional data file.

S4 Table Differentially expressed genes, as determined by edgeR and limma. (XLSX) Click here for additional data file.

S5 Table Gene set overlaps. (XLSX) Click here for additional data file.

S6 Table Gene sets used for GSEA and their sources. (XLSX) Click here for additional data file.

S7 Table Detailed GSEA results. (XLSX) Click here for additional data file.

S8 Table Human orthology analysis. (XLSX) Click here for additional data file.

## References

[1] PearsonJC, LemonsD, McGinnisW. Modulating Hox gene functions during animal body patterning. Nature Reviews Genetics. 2005;6(12):893 10.1038/nrg1726 16341070

[2] RossBD, RosinL, ThomaeAW, HiattMA, VermaakD, de la CruzAFA, et al Stepwise evolution of essential centromere function in a Drosophila neogene. Science. 2013;340(6137):1211–4. 10.1126/science.1234393 23744945PMC4119826

[3] JoshiRK, NayakS. Perspectives of genomic diversification and molecular recombination towards R-gene evolution in plants. Physiology and Molecular Biology of Plants. 2013;19(1):1–9. 10.1007/s12298-012-0138-2 24381433PMC3550690

[4] von MoltkeJ, AyresJS, KofoedEM, Chavarría-SmithJ, VanceRE. Recognition of bacteria by inflammasomes. Annual review of immunology. 2013;31:73–106. 10.1146/annurev-immunol-032712-095944 23215645

[5] LiX, KaposP, ZhangY. NLRs in plants. Current opinion in immunology. 2015;32:114–21. 10.1016/j.coi.2015.01.014 25667191

[6] ReddyKC, DrorT, SowaJN, PanekJ, ChenK, LimES, et al An intracellular pathogen response pathway promotes proteostasis in C. elegans. Current Biology. 2017;27(22):3544–53. e5. 10.1016/j.cub.2017.10.009 29103937PMC5698132

[7] HentatiA, BejaouiK, Pericak-VanceMA, HentatiF, SpeerMC, HungW-Y, et al Linkage of recessive familial amyotrophic lateral sclerosis to chromosome 2q33–q35. Nature genetics. 1994;7(3):425 10.1038/ng0794-425 7920663

[8] Leyva-DíazE, StefanakisN, CarreraI, GlenwinkelL, WangG, DriscollM, et al Silencing of repetitive DNA is controlled by a member of an unusual Caenorhabditis elegans gene family. Genetics. 2017;207(2):529–45. 10.1534/genetics.117.300134 28801529PMC5629321

[9] BakowskiMA, DesjardinsCA, SmelkinsonMG, DunbarTA, Lopez-MoyadoIF, RifkinSA, et al Ubiquitin-mediated response to microsporidia and virus infection in C. elegans. PLoS pathogens. 2014;10(6):e1004200 10.1371/journal.ppat.1004200 24945527PMC4063957

[10] ZurynS, JarriaultS, editors. Deep sequencing strategies for mapping and identifying mutations from genetic screens. Worm. 2013; 2(3):e25081.2477893410.4161/worm.25081PMC3875646

[11] SarovM, MurrayJI, SchanzeK, PozniakovskiA, NiuW, AngermannK, et al A genome-scale resource for in vivo tag-based protein function exploration in C. elegans. Cell. 2012;150(4):855–66. 10.1016/j.cell.2012.08.001 22901814PMC3979301

[12] TroemelER, FélixM-A, WhitemanNK, BarrièreA, AusubelFM. Microsporidia are natural intracellular parasites of the nematode Caenorhabditis elegans. PLoS biology. 2008;6(12):e309.10.1371/journal.pbio.0060309PMC259686219071962

[13] HsuA-L, MurphyCT, KenyonC. Regulation of aging and age-related disease by DAF-16 and heat-shock factor. Science. 2003;300(5622):1142–5. 10.1126/science.1083701 12750521

[14] SinghV, AballayA. Heat-shock transcription factor (HSF)-1 pathway required for Caenorhabditis elegans immunity. Proceedings of the National Academy of Sciences. 2006;103(35):13092–7.10.1073/pnas.0604050103PMC155975816916933

[15] VihervaaraA, SistonenL. HSF1 at a glance. Journal of Cell Science. 2014;127:261–6.2442130910.1242/jcs.132605

[16] RaizenDM, LeeR, AveryL. Interacting genes required for pharyngeal excitation by motor neuron MC in Caenorhabditis elegans. Genetics. 1995;141(4):1365–82. 860148010.1093/genetics/141.4.1365PMC1206873

[17] FélixM-A, AsheA, PiffarettiJ, WuG, NuezI, BélicardT, et al Natural and experimental infection of Caenorhabditis nematodes by novel viruses related to nodaviruses. PLoS biology. 2011;9(1):e1000586 10.1371/journal.pbio.1000586 21283608PMC3026760

[18] SchulenburgH, FélixM-A. The natural biotic environment of Caenorhabditis elegans. Genetics. 2017;206(1):55–86. 10.1534/genetics.116.195511 28476862PMC5419493

[19] KimD, EwbankJ. Signaling in the Immune Response. 2018:1–35. WormBook [Internet] http://www.wormbook.org.

[20] Pukkila-WorleyR, AusubelFM. Immune defense mechanisms in the Caenorhabditis elegans intestinal epithelium. Current opinion in immunology. 2012;24(1):3–9. 10.1016/j.coi.2011.10.004 22236697PMC3660727

[21] OliveiraRP, AbateJP, DilksK, LandisJ, AshrafJ, MurphyCT, et al Condition‐adapted stress and longevity gene regulation by Caenorhabditis elegans SKN‐1/Nrf. Aging cell. 2009;8(5):524–41. 10.1111/j.1474-9726.2009.00501.x 19575768PMC2776707

[22] LiJ, ChauveL, PhelpsG, BrielmannRM, MorimotoRI. E2F coregulates an essential HSF developmental program that is distinct from the heat-shock response. Genes Dev. 2016;30(18):2062–75. Epub 2016/11/01. 10.1101/gad.283317.116 27688402PMC5066613

[23] IrazoquiJE, TroemelER, FeinbaumRL, LuhachackLG, CezairliyanBO, AusubelFM. Distinct pathogenesis and host responses during infection of C. elegans by P. aeruginosa and S. aureus. PLoS pathogens. 2010;6(7):e1000982.2061718110.1371/journal.ppat.1000982PMC2895663

[24] OsmanGA, FasseasMK, KoneruSL, EssmannCL, KyrouK, SrinivasanMA, et al Natural infection of C. elegans by an oomycete reveals a new pathogen-specific immune response. Current Biology. 2018;28(4):640–8. e5. 10.1016/j.cub.2018.01.029 29398216

[25] KimW, UnderwoodRS, GreenwaldI, ShayeDD. OrthoList 2: A New Comparative Genomic Analysis of Human and Caenorhabditis elegans Genes. Genetics. 2018;210(2):445–61. 10.1534/genetics.118.301307 30120140PMC6216590

[26] NingY, LiuW, WangG-L. Balancing Immunity and Yield in Crop Plants. Trends in plant science. 2017;22(12):1069–1079.2903745210.1016/j.tplants.2017.09.010

[27] PujolN, DavisPA, EwbankJJ. The origin and function of anti-fungal peptides in C. elegans: open questions. Frontiers in immunology. 2012;3:237 10.3389/fimmu.2012.00237 22870075PMC3409374

[28] PujolN, ZugastiO, WongD, CouillaultC, KurzCL, SchulenburgH, et al Anti-fungal innate immunity in C. elegans is enhanced by evolutionary diversification of antimicrobial peptides. PLoS pathogens. 2008;4(7):e1000105 10.1371/journal.ppat.1000105 18636113PMC2453101

[29] StewartMK, ClarkNL, MerrihewG, GallowayEM, ThomasJH. High genetic diversity in the chemoreceptor superfamily of Caenorhabditis elegans. Genetics. 2005;169(4):1985–96. 10.1534/genetics.104.035329 15520260PMC1449585

[30] ThomasJH. Concerted evolution of two novel protein families in Caenorhabditis species. Genetics. 2006;172(4):2269–81.1641536010.1534/genetics.105.052746PMC1456376

[31] ZhangG, SachseM, PrevostM-C, LuallenRJ, TroemelER, FélixM-A. A large collection of novel nematode-infecting microsporidia and their diverse interactions with Caenorhabditis elegans and other related nematodes. PLoS pathogens. 2016;12(12):e1006093 10.1371/journal.ppat.1006093 27942022PMC5179134

[32] Le RouxC, HuetG, JauneauA, CambordeL, TrémousaygueD, KrautA, et al A receptor pair with an integrated decoy converts pathogen disabling of transcription factors to immunity. Cell. 2015;161(5):1074–88. 10.1016/j.cell.2015.04.025 26000483

[33] SarrisPF, DuxburyZ, HuhSU, MaY, SegonzacC, SklenarJ, et al A plant immune receptor detects pathogen effectors that target WRKY transcription factors. Cell. 2015;161(5):1089–100. 10.1016/j.cell.2015.04.024 26000484

[34] CohenLB, TroemelER. Microbial pathogenesis and host defense in the nematode C. elegans. Current opinion in microbiology. 2015;23:94–101. 10.1016/j.mib.2014.11.009 25461579PMC4324121

[35] DunbarTL, YanZ, BallaKM, SmelkinsonMG, TroemelER. C. elegans detects pathogen-induced translational inhibition to activate immune signaling. Cell host & microbe. 2012;11(4):375–86.2252046510.1016/j.chom.2012.02.008PMC3334869

[36] McEwanDL, KirienkoNV, AusubelFM. Host translational inhibition by Pseudomonas aeruginosa Exotoxin A Triggers an immune response in Caenorhabditis elegans. Cell host & microbe. 2012;11(4):364–74.2252046410.1016/j.chom.2012.02.007PMC3334877

[37] ZugastiO, BoseN, SquibanB, BelougneJ, KurzCL, SchroederFC, et al Activation of a G protein-coupled receptor by its endogenous ligand triggers the Caenorhabditis elegans innate immune response. Nature immunology. 2014;15(9):833 10.1038/ni.2957 25086774PMC4139443

[38] IrazoquiJE, UrbachJM, AusubelFM. Evolution of host innate defence: insights from Caenorhabditis elegans and primitive invertebrates. Nature Reviews Immunology. 2010;10(1):47 10.1038/nri2689 20029447PMC2965059

[39] MaltezVI, MiaoEA. Reassessing the evolutionary importance of inflammasomes. The Journal of Immunology. 2016;196(3):956–62. 10.4049/jimmunol.1502060 26802061PMC4724637

[40] ShumEY, JonesSH, ShaoA, DumdieJ, KrauseMD, ChanW-K, et al The antagonistic gene paralogs Upf3a and Upf3b govern nonsense-mediated RNA decay. Cell. 2016;165(2):382–95. 10.1016/j.cell.2016.02.046 27040500PMC4826573

[41] BrennerS. The genetics of Caenorhabditis elegans. Genetics. 1974;77(1):71–94. 436647610.1093/genetics/77.1.71PMC1213120

[42] KutscherLM, ShahamS. Forward and reverse mutagenesis in C. elegans. WormBook: the online review of C elegans biology. http://www.wormbook.org. 2014:1–26.10.1895/wormbook.1.167.1PMC407866424449699

[43] MinevichG, ParkDS, BlankenbergD, PooleRJ, HobertO. CloudMap: a cloud-based pipeline for analysis of mutant genome sequences. Genetics. 2012;192(4):1249–69. 10.1534/genetics.112.144204 23051646PMC3512137

[44] ArribereJA, BellRT, FuBX, ArtilesKL, HartmanPS, FireAZ. Efficient marker-free recovery of custom genetic modifications with CRISPR/Cas9 in Caenorhabditis elegans. Genetics. 2014:genetics. 114.169730.10.1534/genetics.114.169730PMC422417325161212

[45] PfafflMW. A new mathematical model for relative quantification in real-time RT–PCR. Nucleic acids research. 2001;29(9):e45–e. 1132888610.1093/nar/29.9.e45PMC55695

[46] BallaKM, AndersenEC, KruglyakL, TroemelER. A wild C. elegans strain has enhanced epithelial immunity to a natural microsporidian parasite. PLoS pathogens. 2015;11(2):e1004583 10.1371/journal.ppat.1004583 25680197PMC4334554

[47] DjonovićS, UrbachJM, DrenkardE, BushJ, FeinbaumR, AusubelJL, et al Trehalose biosynthesis promotes Pseudomonas aeruginosa pathogenicity in plants. PLoS pathogens. 2013;9(3):e1003217 10.1371/journal.ppat.1003217 23505373PMC3591346

[48] TroemelER, ChuSW, ReinkeV, LeeSS, AusubelFM, KimDH. p38 MAPK regulates expression of immune response genes and contributes to longevity in C. elegans. PLoS genetics. 2006;2(11):e183 10.1371/journal.pgen.0020183 17096597PMC1635533

[49] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nature methods. 2012;9(4):357 10.1038/nmeth.1923 22388286PMC3322381

[50] LiB, DeweyCN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC bioinformatics. 2011;12(1):323.2181604010.1186/1471-2105-12-323PMC3163565

[51] TeamR. RStudio: integrated development for R RStudio, Inc, Boston, MA URL http://www.rstudio.com. 2015.

[52] Team RC. R: A language and environment for statistical computing 2013 R Foundation for Statistical Computing, Vienna, Austria http://www.R-project.org/.

[53] GentlemanRC, CareyVJ, BatesDM, BolstadB, DettlingM, DudoitS, et al Bioconductor: open software development for computational biology and bioinformatics. Genome biology. 2004;5(10):R80 10.1186/gb-2004-5-10-r80 15461798PMC545600

[54] LawCW, AlhamdooshM, SuS, SmythGK, RitchieME. RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. F1000Research. 2016; 5:1408.10.12688/f1000research.9005.1PMC493782127441086

[55] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[56] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic acids research. 2015;43(7):e47–e. 10.1093/nar/gkv007 25605792PMC4402510

[57] StoreyJD, TibshiraniR. Statistical significance for genomewide studies. Proceedings of the National Academy of Sciences. 2003;100(16):9440–5.10.1073/pnas.1530509100PMC17093712883005

[58] MoothaVK, LindgrenCM, ErikssonK-F, SubramanianA, SihagS, LeharJ, et al PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nature genetics. 2003;34(3):267 10.1038/ng1180 12808457

[59] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences. 2005;102(43):15545–50.10.1073/pnas.0506580102PMC123989616199517

How the deposited data were processed for this re-analysis (not part of the article)

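Gene expression was measured by RNA-seq of whole L4 stage C. elegans animals in 15 libraries, with 3 replicates of each of 5 conditions: untreated wild-type animals, untreated pals-22(jy3) mutants, untreated pals-22(jy3) pals-25(jy9) double mutants, wild-type animals with DMSO and wild-type animals with bortezomib at 20 µM. Untreated animals spent the final 4 hours at 25°C, and animals with DMSO or bortezomib stayed at 20°C. Paired-end mRNA libraries were aligned by the authors to WormBase release WS235 with Bowtie 2, and the authors deposited the expected count of each gene that RSEM estimated, without normalization for library size. Of the deposited values, 2.9% are not whole numbers. The sample descriptions name the column of each library, which tied it to its condition and replicate. Each of the 15 column totals also equals a number of mapped reads in S2 Table. Totals were between 11768290 and 14507185, with a median of 13357308. All 15 columns were used. Of the gene names, 19247 have a gene identifier in the reference annotation, which is that of Ensembl for the WBcel235 assembly and gave the gene positions. Names that differ between releases were matched through the annotation's symbols, and names without a match were left out.

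Expected counts were rounded to whole numbers. Library sizes were scaled by TMM in edgeR (version 4.0.16, in R 4.3.3). Genes above 1 CPM in at least 3 libraries were kept, which left 12280. One quasi-likelihood model with a mean for each condition was fitted over all 15 libraries, without other terms. The 4 comparisons were pals-22 mutants with wild type, pals-22 mutants with double mutants, double mutants with wild type, and bortezomib with DMSO. A gene was called when its Benjamini-Hochberg adjusted p was below 0.01, with no minimum fold change. The paper states that it filtered and normalized with edgeR, fitted with limma and used the same threshold. Its text does not give the count minimum of its filter. Levels in CPM are means with SD over 3 libraries. Standard errors of edgeR fold changes were worked back from the F statistic of the test and can be too small for genes with few reads in a group. Log2 CPM values used for plots and replicates had a prior count of 2. Where all libraries of a group had no read of a gene, its fold change is a lower bound against 3 counts over the group, which covers counting error only. Overlaps of gene sets were tested with the hypergeometric test (one-sided) on the 12280 tested genes, gene lists as sets with camera (limma version 3.58.1) at a preset correlation of 0.01 (a list was called as a set at a Benjamini-Hochberg adjusted p below 0.05 over all lists and comparisons), and shares of genes with human orthologs with Fisher's exact test. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1.

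The named genes were fixed by a rule written beforehand: every gene the paper names in its RNA-seq results and Figs 6 to 8, and the 3 genes with the largest rise and the 3 with the largest fall in each comparison among called genes whose 3 against 3 libraries did not overlap. The paper's own fold changes of its named genes had been seen by then. The families col, msp, vit, nlp, cnc, hsp and the proteasome subunits (pas, pbs, rpt, rpn) were taken by symbol. Lists came from the paper's supplements: 702 regulated genes (696 matched), 127 N. parisii-induced genes (126 matched), 80 IPR genes (79 matched), of which 29 are also heat-induced (28 matched), the genes shared with D. coniospora (72 matched of 72), with M. humicola at 12 h (6 of 7) and 24 h (25 of 26), with SKN-1 (18 of 18) and with HSF-1 (16 of 16), 11 oomycete-induced chil genes (all matched), 32 genes induced by the Orsay virus (31 matched) and 368 genes higher in hsf-1 mutants (367 matched). S4 Table was held only in part, with 1996 of 4776 genes for pals-22 mutants against wild type and 1997 of 2161 for bortezomib, and in full for the other 2 comparisons (1107 and 1007 genes). No set test was run on a list held in part, so the paper's gene set enrichment analysis was not repeated.

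The prefix of the library name was taken as a library set. Within each of the 4 comparisons replicates with the same number share it, but numbers 1 and 2 stand for different sets in untreated libraries and in those with DMSO or bortezomib, while number 3 stands for the same set in all. Whether the numbers pair the samples was checked by the Pearson correlation across genes of the deviations from the group mean. For double mutants and wild type these were 0.574, 0.431 and 0.343 for the same numbers, above those of all different numbers, so results of that comparison are also given with the library set as a block (called the replicate block). In the other comparisons at least 1 of the 3 correlations was near 0 or below.

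The tests were tried on simulated data before use, with 200 changed genes among 12280 and the depth and spread of these libraries. In the 4 comparisons edgeR recovered 89.5, 87, 87.5 and 82.5% of the changed genes with 0, 0, 2 and 2 false calls. Limma voom recovered 89, 89, 84.5 and 79.5% with 0, 1, 2 and 1 false calls, and DESeq2 (version 1.42.0) recovered 95, 92.5, 92 and 89.5% with 15, 9, 13 and 12 false calls. Camera found the 50 raised genes in all 4. Alternatives were limma voom, DESeq2, RLE and upper-quartile scaling, no filter on low counts, filterByExpr, an FDR of 0.05, a test against a fold change above 2, only the compared libraries in the fit, the replicate block, rows with identical counts taken once, fry and an estimated correlation for the set tests, the paper's number of genes as background, each library left out in turn, and, chosen after the data were seen, limma voom with the replicate block. Not used here are the paper's infection, heat shock, microscopy and qRT-PCR experiments.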

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

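For the collagen genes, the tests of library scaling, of the library set and of a programme shared between cultures were chosen after the result was seen, and so were library scaling, the library set and the shared programme for the proteasome subunits.

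The 102 tested collagen genes (col) lie outside the genes that the paper discusses. In double mutants against wild type their median log2 fold change was 2.16, with 97 genes above 0 (96 under RLE scaling, 98 under upper-quartile scaling), while the median of all genes was 0.019. EdgeR and limma voom each called 0 of them, DESeq2 called 56 higher, and 86 were higher and 1 lower at an unadjusted p under 0.05. With the replicate block 70 were higher, and without double mutant replicate 1 there were 32. In the paper's S4 Table, 74 col genes are among those higher in double mutants. In pals-22 mutants against wild type the median was 1.84, and edgeR called 33 genes higher, limma voom 14 and DESeq2 58. With the replicate block 67 were higher and 1 lower, but the pairing of samples is not established there. With 1 library left out edgeR called 4 to 48 higher. It called 4 without wild-type replicate 1, 15 without wild-type replicate 2, 9 without wild-type replicate 3 and 9 without pals-22 replicate 2. The held part of the paper's S4 Table has 59 col genes higher in this comparison. Against double mutants, pals-22 mutants had a median of -0.21 and 3 genes called higher (col-95, col-69 and col-176, named after their values were seen). With bortezomib 0 genes were higher and 1 lower by edgeR and by limma voom, 1 higher and 1 lower by DESeq2, and 2 higher and 5 lower at an unadjusted p under 0.05.

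Several technical explanations for the collagen rise in double mutants met values against them. Relative to all genes the median was at least 2.14 under RLE or upper-quartile scaling, 2.20 after every library was thinned to the lowest total, and 2.15 without the 10 most abundant genes of each library. The highest median among 10000 lists matched on exon length and expression was 0.317. The summed count of the family, which does not depend on how reads are divided between paralogs, rose by 0.795 on the log2 scale. Summed levels were 14379, 25546 and 24599 CPM in untreated wild type and 29240, 43707 and 38983 CPM in double mutants. In wild type with DMSO, kept at 20 degrees, they were 30487, 26828 and 26676 CPM, a range that holds the lowest double mutant value. Within library sets the median differences were 1.46, 2.29 and 1.82. A candidate explanation is a gene programme that also varies between cultures of one genotype: the deviation of pals-22 replicate 2 from its group, which uses no library of the comparison, had a Spearman correlation of 0.777 across genes with the difference between double mutants and wild type, and the collagen median along that deviation was 1.64. Open are whether the double mutation itself moves animals along such a programme or whether the cultures differed for another reason. GC content and the developmental stage of each culture were not tested.

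The 33 tested proteasome subunits were lower in pals-22 mutants than in wild type, in untreated libraries for which the paper does not discuss them. Their median log2 fold change was -0.348, with 0 genes above 0 (1 under upper-quartile scaling, where the median of all genes shifted to 0.112 and that of the subunits relative to it was -0.386). EdgeR called 18 lower, limma voom 17, DESeq2 27, and 10 were called under upper-quartile scaling. Without wild-type replicate 1 there were 2, without wild-type replicate 2 there were 3, without wild-type replicate 3 there were 0 and without pals-22 replicate 2 there were 2. At the level of summed CPM the wild-type libraries were at 10304, 9989 and 10299 and the pals-22 libraries at 8620, 7040 and 8711. In pals-22 mutants against double mutants the median was -0.147, with 0 calls by edgeR, limma voom and DESeq2 (1 higher and 7 lower at an unadjusted p under 0.05), and in double mutants against wild type it was -0.195, with 0 calls by edgeR and limma voom, 1 lower by DESeq2, 1 lower with the replicate block and 20 lower at an unadjusted p under 0.05. Bortezomib raised the median by 0.677, with 31 subunits called higher.

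For the proteasome subunits scaling, depth, abundant genes, gene length and the library set met values against them. The median relative to all genes was -0.381 or lower under the scalings, -0.346 after thinning and -0.34 without the 10 most abundant genes of each library. Of 10000 lists matched on exon length and expression, 0% had as low a median. Within library sets the differences were -0.292, -0.519 and -0.23. An effect of the pals-22 mutation and a programme that also varies between cultures of one genotype cannot be told apart: in pals-22 replicate 2 the subunits deviated from the other pals-22 replicates by a median of -0.315, nearly as much as between the genotypes, but by -0.039 in wild type and -0.0616 in double mutants, and the pals-22 library is itself part of the comparison. GC content was not tested.

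Wild-type libraries untreated (final 4 hours at 25 degrees) and with DMSO (at 20 degrees) are not compared in the paper. The 6 tested hsp-16 genes were higher in untreated than in DMSO libraries, with a median log2 fold change of 4.21 (3.99 to 4.82 with each library left out). Log2 fold changes were 3.03 for hsp-16.2 (adjusted p 0.011 by edgeR), 4.49 for hsp-16.48 and hsp-16.49, whose counts are identical (0.00118), 4.21 for hsp-16.1 and hsp-16.11, also identical (6.05e-05), and 3.77 for hsp-16.41 (0.00768). Of these 6, 5 were called, but 2 without DMSO replicate 1 and 2 without DMSO replicate 3. Summed levels were 87.5, 97.2 and 91.6 CPM untreated, 3.17, 7.45 and 4.17 with DMSO, and 1440, 2760 and 2880 with bortezomib. Within the library sets that hold both conditions the smallest log2 ratio of the sums was 4.46, the median after thinning to the lowest total was 4.22, and the log2 ratio of the summed counts, which leaves out how reads are divided between paralogs, was 4.22, so the library set, depth and shared reads are argued against. Temperature, DMSO and handling cannot be told apart, since 0 libraries at 25 degrees had DMSO.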

How the results depend on the processing

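Limma voom with the replicate block was chosen after the data were seen, and the model, threshold, filter, comparisons, gene lists and all other alternatives were set before the data were examined.

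Among the results compared across settings, which are the counts, overlaps and gene lists and the genes named as results of a comparison, 1 changed direction: the Orsay virus list in double mutants against wild type was down by camera (adjusted p 0.828) and up by fry (0.965), with neither called, and the cause was not tested. Other genes that were not called can change sign with a library left out, as pals-26 in double mutants against wild type did (log2 fold change 0.26, lowest value -0.30). Under filterByExpr, RLE scaling, identical counts taken once, the paper's number of genes as background and the restriction to re-called genes, 109, 109, 75, 2 and 1 results stayed on their side of the threshold or within 1.5 times of their count, and 0 did not. Limma voom left 101 results there, made 6 weaker and moved 2 counts. Under DESeq2 98 stayed, 1 became stronger and 10 moved. Upper-quartile scaling left 103, with 3 moved, 1 stronger and 2 weaker, and no low-count filter left 105, with 3 moved and 1 stronger. At an FDR of 0.05 87 stayed, 5 became stronger and 17 moved, against a fold change above 2 72 stayed, 14 became weaker and 23 moved, and with only the compared libraries 83 stayed, 9 became weaker and 17 moved. The replicate block left 115, with 12 moved and 2 stronger, and limma voom with the block left 96, with 11 moved and 2 stronger.

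For pals-22 mutants against wild type, 1435 genes were called higher and 687 lower. Higher and lower counts were 3264 and 2416 at an FDR of 0.05, 258 and 27 when tested against a fold change above 2, 432 and 47 with only the compared libraries in the fit, 2667 and 1530 with the replicate block and 2339 and 1562 by limma voom with the replicate block. Lower counts were also 1632 by DESeq2 and 423 under upper-quartile scaling. Leaving out 1 library gave 489 to 1551 higher (489 without wild-type replicate 1, 594 without wild-type replicate 3 and 597 without pals-22 replicate 2) and 120 to 1087 lower (154 without wild-type replicate 1, 410 without wild-type replicate 2, 120 without wild-type replicate 3, 154 without pals-22 replicate 2 and 1087 without pals-22 replicate 1). Looser or stricter thresholds change counts by their construction, and fits of the compared libraries have fewer libraries to estimate the spread. For DESeq2, upper-quartile scaling and the block the cause was not tested.

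For pals-22 mutants against double mutants, the counts of 441 higher and 139 lower became 726 and 344 at an FDR of 0.05, 191 and 33 against a fold change above 2, and 248 and 39 with only the compared libraries. The lower count was 269 by DESeq2, 258 with the replicate block and 258 by limma voom with the block, while the higher count stayed within 1.5 times of 441 under these 3, and the cause was not tested. With 1 library left out 262 to 387 were higher (262 without double mutant replicate 3) and 79 to 139 lower (81 without double mutant replicate 2, 79 without double mutant replicate 3). Of the 410 genes higher in both comparisons, counts were 685 at an FDR of 0.05, 178 against a fold change above 2 and 224 with only the compared libraries, and 254 (without double mutant replicate 3) to 403 with 1 library left out.

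For double mutants against wild type, 9 genes were higher and 1 lower. Higher counts were 5 by limma voom, 276 by DESeq2, 46 with no low-count filter, 224 at an FDR of 0.05, 1 against a fold change above 2, 0 with only the compared libraries, 707 with the replicate block and 489 by limma voom with the block. In the same order lower counts were 1, 33, 3, 28, 0, 0, 51 and 45, and 2 under upper-quartile scaling. At an unadjusted p under 0.05 edgeR had 4074 genes. With 1 library left out 1 to 110 were higher (1 without wild-type replicate 1, 4 without wild-type replicate 2, 4 without wild-type replicate 3, 110 without double mutant replicate 1, 1 without double mutant replicate 2 and 2 without double mutant replicate 3) and 0 to 4 lower (4 without double mutant replicate 1, and 0 without wild-type replicate 1, wild-type replicate 3, double mutant replicate 2 or double mutant replicate 3). Relative to its main counts this comparison had the widest range of the 4, and the cause was not tested. In numbers of genes the range was wider for pals-22 mutants against wild type, with 258 to 3264 higher.

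For bortezomib against DMSO, 867 genes were higher and 678 lower, with 277 and 64 against a fold change above 2 and 1164 lower at an FDR of 0.05. Leaving out 1 library gave 647 to 915 higher and 392 to 841 lower (442 without DMSO replicate 1, 439 without DMSO replicate 2, 392 without bortezomib replicate 2 and 410 without bortezomib replicate 3). IPR genes higher with bortezomib numbered 70 to 74 and N. parisii-induced genes among the regulated genes 72 to 78 with 1 library left out.

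The part of the pals-22 rise left in double mutants, a median of 46.5%, was 59.0% by DESeq2, 62.31% at an FDR of 0.05, 18.27% against a fold change above 2, 23.89% with only the compared libraries, 62.64% with the replicate block and 58.09% by limma voom with the block. Each of these settings changes which genes enter the median. With 1 library left out it was 22.49% to 65.83% (22.49% without wild-type replicate 1, 27.08% without wild-type replicate 3, 28.33% without pals-22 replicate 2, 32.94% without double mutant replicate 2 and 65.83% without double mutant replicate 1). In pals-22 mutants against wild type the log2 fold change of pals-25, 0.73 with an adjusted p of 0.0239 by edgeR, passes an FDR of 0.05, and was 0.63 to 0.84 with 1 library left out, with the adjusted p between 0.0363 and 0.0719.

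Gene lists were called as sets by camera at a preset correlation of 0.01. With the correlation estimated from the data, adjusted p-values in pals-22 mutants against wild type were 0.0958 for the N. parisii list, 0.0618 for IPR, 0.211 for the Orsay virus list and 0.262 for genes higher in hsf-1 mutants. Against double mutants they were 0.0774 for the Orsay virus list and 0.211 for the hsf-1 list, and with bortezomib 0.142 for the hsf-1 list, so that none of these 7 was called. The construction of this setting, which takes genes of a list as correlated, lowers each test. Still called were the chil genes (0.00513) against wild type, the N. parisii list (0.0367), IPR (0.024) and chil genes (0.000708) against double mutants, and the N. parisii list (0.0367), IPR (0.0367) and the Orsay virus list (0.0495) with bortezomib. By fry all 14 of the lists called by camera were called, and so were the chil genes with bortezomib (0.0012).

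Blocking on the library set, which is the replicate number within each of the 4 comparisons, assumes that the sets pair the samples. Correlations of deviations for equal numbers were 0.53, 0.53 and -0.039 between pals-22 mutants and wild type, 0.639, 0.671 and -0.181 between pals-22 and double mutants, and 0.0231, 0.223 and 0.161 between bortezomib and DMSO, so outside double mutants against wild type the pairing is not established. With the block 1434 of the 1435 genes higher and all 687 genes lower in pals-22 mutants against wild type were called, as were 438 of 441 and 135 of 139 against double mutants, 9 of 9 and 1 of 1 in double mutants against wild type, and 861 of 867 and 664 of 678 with bortezomib. Bortezomib with the block gave 998 higher and 952 lower. Single genes that the block added include pals-18 in pals-22 mutants against wild type (adjusted p 0.00609), F26F2.3 against double mutants (0.000937) and, in double mutants against wild type, skr-3 (0.00949) and chil-22 (0.00473).

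Depth limits what can be said about genes near 0. Totals were 11768290 to 14507185, genes not above 1 CPM in at least 3 libraries were not tested, and F26F2.1, F26F2.3 and F26F2.4 were called by edgeR in pals-22 mutants against wild type but not by limma voom (adjusted p 0.0227, 0.125 and 0.0568).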

Differences from the paper's values

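Limma voom with the replicate block was chosen after the values were seen, and the other settings named here were set before the data were examined. Settings not named for a value left it outside the paper's.

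For pals-22 mutants against wild type, the paper gives 2756 genes higher and 2012 lower, against 1435 and 687 here. DESeq2 (2000 and 1632), an FDR of 0.05 (3264 and 2416) and the replicate block (2667 and 1530) came within 1.5 times of both of the paper's counts. Limma voom with the block, chosen after seeing the values, gave 2339 and 1562 and dropped 302 of the 1992 tested genes that the held part of the paper's table calls higher. The paper's genes called lower in this comparison were not in the held part.

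For pals-22 mutants against double mutants, the paper gives 744 higher and 360 lower, against 441 and 139. The gene list of its S4 Table holds 746 and 361, of which 745 and 360 were tested. Within 1.5 times of the paper's were DESeq2 (567 and 269), an FDR of 0.05 (726 and 344) and the replicate block (636 and 258). Limma voom with the block, chosen after seeing the values, gave 622 and 258 and dropped 131 of those 745 genes and 112 of those 360. For genes higher in both comparisons the paper gives 702, against 410, with 520 by DESeq2, 685 at an FDR of 0.05 and 596 with the replicate block. The added voom with block, chosen after seeing the values, gave 585 and dropped 125 of the paper's 694 tested genes.

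For double mutants against wild type, the summary in the paper's S4 Table gives 762 higher and 242 lower, against 9 and 1. The gene list of the same table holds 765 and 242, of which 765 and 241 were tested. The replicate block gave 707 higher, the only planned setting within 1.5 times of the paper's, and 51 lower, so no setting that was run came near the paper's lower count. Limma voom with the block, chosen after seeing the values, gave 489 and 45, dropped 290 of those 765 genes and 198 of those 241, and closed neither gap. For bortezomib against DMSO the paper gives 1168 lower, against 678, with 894 by DESeq2, 1164 at an FDR of 0.05, 952 with the replicate block and 841 without bortezomib replicate 1. With voom and the block, chosen after seeing the values, it was 976, and 217 of the 1006 tested genes in the held part of the paper's table were dropped.

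Ratios of observed to expected overlap differ as well. Between the 2 pals-22 comparisons the paper gives 3.9, against 7.96, with 5.63 by DESeq2, 3.55 at an FDR of 0.05 and 4.31 with the replicate block, and 7.38 on the paper's number of genes, which stayed outside. For N. parisii-induced genes the paper gives 2.8 with pals-22 mutants against wild type, where 6.88 was found (3.13 at an FDR of 0.05, 3.7 with the block), and 9.6 with pals-22 against double mutants, where 20.6 was found (13.3 at an FDR of 0.05 and no other planned setting). The added voom with block, chosen after seeing the values, gave 4.94 between the 2 pals-22 comparisons, 4.17 with pals-22 mutants against wild type and 14.4 with pals-22 against double mutants, the last of which stayed outside, and it dropped the genes counted above.

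Of the genes the paper shares with SKN-1 it has 18 among the regulated genes, against 8, and with HSF-1 16, against 9. DESeq2 gave 12 and 14, an FDR of 0.05 gave 14 and 14, and the replicate block gave 14 and 14. Voom with the block, chosen after seeing the values, gave 15 and 13 and dropped 3 of the paper's genes in each list. For pals-2 with bortezomib the paper gives a log2 fold change of 10.1, against 10.88. The DMSO libraries had 0, 1 and 0 counts of the gene, too few to establish a gap of this size. By limma voom (10.14) and without DMSO replicate 1 (10.46) or replicate 3 the gap closed, and without DMSO replicate 2 the DMSO group held no read of the gene, so no value is given. The added voom with block, chosen after seeing the values, gave 10.14 and dropped 48 of the paper's 989 tested genes called higher with bortezomib.

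One statement and some marks in a figure differ too. The paper has F26F2.3 rise in pals-22 mutants and return to wild-type levels in double mutants, and against double mutants it by edgeR had an adjusted p of 0.0187 at a log2 fold change of 4.27. It was called at an FDR of 0.05, by DESeq2 (0.000916), with no low-count filter (0.00822), with the replicate block (0.000937) and by limma voom with the block (0.00663), chosen after seeing the values. In Fig. 8C the paper marks chil genes as changed of which chil-24 in pals-22 mutants against wild type (log2 fold change 0.86, adjusted p 0.0112 by edgeR, or 0.00181 with the block), chil-19 against double mutants (1.74, 0.0305), chil-22 in double mutants against wild type (1.45, 0.0716, or 0.00473 with the block) and chil-23 with bortezomib (-3.29, 0.0209) were not called here, while chil-25 in pals-22 mutants against wild type, not marked, was called (1.33, 0.0093).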

Other observations

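Among the tests below, those without shared libraries for the overlap of the pals-22 comparisons and for the part of the rise left in double mutants, and that of a programme shared between cultures as the reason for that part, were chosen after the result was seen.

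The real grouping of libraries was set against other splits. In each of the 4 comparisons, and for untreated against DMSO wild type, 1 of 10 splits of the 6 libraries, the real one, called as many genes, and since 10 splits cannot give a share under 0.1, chance cannot be excluded this way. With the library set as a block, 1 of the 4 splits of double mutants and wild type that part all 3 pairs called as many. For IPR genes higher with bortezomib and for the N. parisii-induced list tested as a set by camera in pals-22 mutants against wild type, against double mutants and with bortezomib, it was 1 of 10 each, and chance cannot be excluded either. Of 100 splits of the 9 untreated libraries, 1, the real one, gave as many genes higher in both pals-22 comparisons and as large an overlap of these with the N. parisii-induced genes. For these 2 results this argues against chance if the libraries can be exchanged freely. The splits took no account of the library sets, and none that keeps to the sets was run for these 2 results. Of the other 99, 1 came near, with 331 genes and an overlap of 77, and it kept all 3 pals-22 libraries together while it mixed wild type with double mutants.

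Both pals-22 comparisons use the same pals-22 libraries, which alone produces some overlap. With 1 pals-22 library in one comparison and the other 2 in the other, in all 6 ways, the ratio of observed to expected overlap was 4.03 to 30.8, against 7.96 with shared libraries, which argues against the shared libraries as the whole reason. A lone library is taken to vary like the other groups. The correlation of the 2 sets of fold changes was 0.814 in the data and 0.462 to 0.519 in 30 simulated draws without a difference between the 3 untreated genotypes. The draws lack the deviations that many genes of a real library share, so they cannot tell how far 0.814 lies from chance.

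Of the rise in pals-22 mutants, a median of 46.5% was left in double mutants over the 1435 called genes (22.49% without wild-type replicate 1, 27.08% without wild-type replicate 3, 28.33% without pals-22 replicate 2, 32.94% without double mutant replicate 2, 65.83% without double mutant replicate 1, 62.64% with the replicate block). With genes chosen and their rise measured against 1 or 2 wild-type libraries and the part left measured against the others, in all 6 ways, it was 10.7% to 34.2%, below 46.5% in each, so shared wild-type libraries and the choice of called genes may account for part of the value, and how much stays open. In 30 simulated draws each, in which libraries vary independently, it was 3.55% to 6.19% with double mutants drawn from wild type and 95.2% to 97.2% with double mutants drawn from pals-22 mutants. Among N. parisii-induced genes 7.83% was left, and among the other called genes 49.5%. Their median log2 fold changes in double mutants were closer, at 0.501 and 0.61, while those in pals-22 mutants were 5.81 and 1.4. The gap in percent therefore lies mostly in the size of the rise. A programme that varies between cultures of one genotype and an effect of pals-22 that does not need pals-25 cannot be told apart by these values, since both would leave a larger part of the rise among genes outside the list.

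In each untreated genotype replicate 2 deviated from its group in a similar way: Spearman correlations of the deviations across genes were 0.588 between wild type and pals-22 mutants, 0.484 between wild type and double mutants and 0.705 between pals-22 and double mutants. Depth is argued against, as the smallest of these was 0.463 after thinning. Deviations of pals-22 replicate 2 correlated with the difference between double mutants and wild type (0.777), those of double mutant replicate 2 with the difference between pals-22 mutants and wild type (0.612), and those of wild-type replicate 2 less with the difference between pals-22 and double mutants (0.221). With the difference between bortezomib and DMSO the correlations were 0.0455, 0.128 and 0.0807. Median deviations of the collagen genes were 0.469, 1.64 and 0.901 in wild type, pals-22 and double mutants, and of the msp genes 0.686, 0.989 and 0.287. A processing batch of the library set and a difference between the cultures grown together cannot be told apart: the mean deviation had a correlation of 0.321 with the DMSO library of the same set and -0.0378 with the bortezomib library. Within genotypes, counts of pals-22 replicates 1 and 3 were closer (chi-square per gene 3.72) than those of replicates 1 and 2 (36.1) or 2 and 3 (40.8), and the smallest between replicates of the other conditions was 3.82. In wild type and double mutants it was replicates 2 and 3 that were closest (7.32 and 7.34). Replicate 1 was further from replicates 2 and 3 there (17.3 and 13.6 in wild type, 24.6 and 16.3 in double mutants).

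Genes higher in hsf-1 mutants, a list of 309 tested genes, shared 30 with the 410 genes higher in both pals-22 comparisons, where 10.3 would be shared by chance (ratio 2.91, exact hypergeometric test, p = 1.51e-07). Among 10000 lists matched on expression the largest overlap was 23, and matched on exon length and expression also 23, which argues against both. They shared 8 with the IPR genes (ratio 4.02, exact hypergeometric test, p = 0.000812) and 65 with genes higher with bortezomib (ratio 2.98, exact hypergeometric test, p = 6.6e-16), and 0 with the paper's list shared with HSF-1. In pals-22 mutants 75 were called higher and 8 lower than in wild type (median log2 fold change 0.36), and 35 and 3 than in double mutants (0.16). In double mutants against wild type 0 were called by edgeR and limma voom, 10 higher and 4 lower by DESeq2, 25 higher and 4 lower with the replicate block, and 76 and 35 at an unadjusted p under 0.05. With bortezomib 65 were higher and 15 lower (0.13). Why genes that rise in hsf-1 mutants also rise here was not tested.

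Of the 28 tested IPR genes that are also heat-induced, 28 were higher in pals-22 mutants than in wild type, 27 than in double mutants and 25 with bortezomib. In double mutants against wild type 0 of the 28 were called by edgeR and limma voom and 1 by DESeq2, with 4 higher and 1 lower at an unadjusted p under 0.05. Bortezomib raised 219 of the 410 genes higher in both pals-22 comparisons, where 28.9 would be shared by chance (ratio 7.57, exact hypergeometric test, p = 4.33e-148).

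The 27 tested msp genes had a median log2 fold change of 1.22 in pals-22 mutants against wild type and 1.04 in double mutants against wild type, with all 27 above 0 under each scaling. In the held part of the paper's S4 Table, 23 msp genes are higher in the first comparison and 0 in the second. In the first, edgeR and limma voom called 0 and DESeq2 1, with 25 higher at an unadjusted p under 0.05. With the replicate block 26 were called higher in the first, but the pairing of samples is not established there. In the second, edgeR, limma voom and DESeq2 called 0, with 24 higher at an unadjusted p under 0.05 and 10 called with the replicate block. The 6 tested vit genes had a median of -1.38 in pals-22 mutants against wild type, with 0 above 0 under each scaling. EdgeR called 4 lower, as many as limma voom (by edgeR vit-1, vit-3, vit-4 and vit-5, named after their values were seen) and DESeq2 6. No biological explanation was tested for these families, including the slower development that the paper reports for pals-22 mutants.

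Untreated against DMSO wild-type libraries gave 16 genes higher and 27 lower by edgeR (5 and 21 by limma voom, 59 and 114 by DESeq2, 17 and 13 with the library set as a block, 896 and 705 at an unadjusted p under 0.05). Higher and lower counts were 9 and 5 without untreated replicate 1, 6 and 5 without untreated replicate 2, 10 and 12 without untreated replicate 3, 4 and 3 without DMSO replicate 1, 6 and 3 without DMSO replicate 2 and 4 and 3 without DMSO replicate 3. Of 79 IPR genes 1 was higher (median 0), of 107 N. parisii-induced genes 1, and of the 28 IPR genes that are also heat-induced 1 (median 0.71). Over all 15 libraries the first principal component held 42.9% of the variance and the second 30.2%.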
